# Every-other-day feeding extends lifespan but fails to delay many symptoms of aging in mice

**DOI:** 10.1038/s41467-017-00178-3

**Published:** 2017-07-24

**Authors:** Kan Xie, Frauke Neff, Astrid Markert, Jan Rozman, Juan Antonio Aguilar-Pimentel, Oana Veronica Amarie, Lore Becker, Robert Brommage, Lillian Garrett, Kristin S. Henzel, Sabine M. Hölter, Dirk Janik, Isabelle Lehmann, Kristin Moreth, Brandon L. Pearson, Ildiko Racz, Birgit Rathkolb, Devon P. Ryan, Susanne Schröder, Irina Treise, Raffi Bekeredjian, Dirk H. Busch, Jochen Graw, Gerhard Ehninger, Martin Klingenspor, Thomas Klopstock, Markus Ollert, Michael Sandholzer, Carsten Schmidt-Weber, Marco Weiergräber, Eckhard Wolf, Wolfgang Wurst, Andreas Zimmer, Valerie Gailus-Durner, Helmut Fuchs, Martin Hrabě de Angelis, Dan Ehninger

## Abstract

Dietary restriction regimes extend lifespan in various animal models. Here we show that longevity in male C57BL/6J mice subjected to every-other-day feeding is associated with a delayed onset of neoplastic disease that naturally limits lifespan in these animals. We compare more than 200 phenotypes in over 20 tissues in aged animals fed with a lifelong every-other-day feeding or ad libitum access to food diet to determine whether molecular, cellular, physiological and histopathological aging features develop more slowly in every-other-day feeding mice than in controls. We also analyze the effects of every-other-day feeding on young mice on shorter-term every-other-day feeding or ad libitum to account for possible aging-independent restriction effects. Our large-scale analysis reveals overall only limited evidence for a retardation of the aging rate in every-other-day feeding mice. The data indicate that every-other-day feeding-induced longevity is sufficiently explained by delays in life-limiting neoplastic disorders and is not associated with a more general slowing of the aging process in mice.

## Abstract (web summary)

Dietary restriction can extend the life of various model organisms. Here, Xie et al. show that intermittent periods of fasting achieved through every-other-day feeding protect mice against neoplastic disease but do not broadly delay organismal aging in animals.

## Introduction

Aging is a major risk factor for most adult-onset disorders and is associated with a broad range of functional impairments^1^. Targeting aging processes with suitable pharmacological or dietary approaches could potentially represent a powerful inroad for the development of preventatives for aging-associated disorders^2^.

The majority of studies performed to date to identify novel anti-aging interventions employed lifespan measures as a primary readout to detect effects on aging. Dietary restriction (DR) regimens are among the most extensively documented experimental interventions with longevity effects in a number of different species, including various invertebrate (e.g., *Caenorhabditis elegans* and *Drosophila melanogaster*), as well as vertebrate species (such as *Rattus rattus*, *Mus musculus*, and *Bos taurus*)^3^.

Longevity effects have been demonstrated for different DR paradigms, including caloric restriction (CR)^4–7^ and restriction regimens associated with intermittent periods of fasting, such as every-other-day feeding (EOD)^8, 9^. In the context of CR experiments, restricted animals are provided with a specified proportion (e.g., 60%) of the amount of food consumed by animals with ad libitum access to food (AL, i.e., by the control group). In intermittent fasting (IF) paradigms, food is provided generally AL to both controls and restricted mice, but restricted mice are, unlike controls, subjected to intermittent periods of fasting (IF); one specific IF protocol is EOD that alternates 24-h periods of full starvation and AL access to food. EOD extends lifespan without a substantial decrease of average daily food intake^10^. While life-extending effects of CR are correlated positively with the degree of food deprivation (up to 60%)^7^, EOD extends average lifespan between 12 and 27% in mice if initiated early in life^7, 9^. The effects of CR on lifespan and age-related changes have been extensively studied over the past decades^3, 11^, but much less attention has been paid to EOD.

In order to systematically study EOD’s effects on aging and lifespan, we performed a large-scale analysis of >200 molecular, cellular, histopathological, and physiological parameters across >20 different tissues in mice subjected to EOD or AL access to food for much of their lifetime. The parameters selected corresponded in large part to the ones used in our prior large-scale analysis of rapamycin’s effects on aging in male C57BL/6J mice^12^. In addition to the analyses of aging phenotypes, we determined EOD’s effects on lifespan and assessed causes of natural death in cohorts chronically subjected to EOD or AL.

Our data show that lifespan extension induced by EOD in male C57BL/6J mice is sufficiently explained by a delay in life-limiting neoplastic disorders. Our large-scale analysis of molecular, cellular, physiological, and histopathological aging phenotypes identified only few aging features delayed by EOD, indicating that the observed extension in lifespan was not associated with a more general slowing of aging processes in EOD mice.

## Results

### EOD extended lifespan and delayed lethal neoplastic disease

Over the course of their entire lifespan, average calorie intake of EOD mice was reduced by 7.5% (controls: 11.06 kcal/day; EOD: 10.23 kcal/day) (Fig. 1b). Body weights remained reduced in EOD mice during much of their adult life (average reduction of ~17.1%) (Fig. 1c). Organ weights and body dimensions were often reduced in EOD mice compared to AL controls (Supplementary Fig. 1). Consistent with prior findings^9^, we observed significant lifespan extension in EOD mice (Fig. 1d). Mean lifespan was prolonged by 102 days (AL: 806 days, EOD: 908 days) and maximum lifespan, calculated based on the longest living 20%, was extended by 122 days (AL: 980 days, EOD: 1102 days) (Fig. 1e), which is within the range of lifespan extension observed in previous DR studies^13^. Calculation of mortality doubling time using the Gompertz function revealed no substantial difference between AL and EOD animals (AL: 83.6 days, EOD: 91.7 days). A detailed pathological examination of dead mice revealed that most EOD and AL mice had died of neoplastic disorders (Fig. 1f), most notably hematological malignancies, known leading natural causes of death in both sexes of many inbred mouse strains, including C57BL/6J^6, 14^. Though cancer remained unchanged as the primary cause of death, tumor burden at death was significantly reduced in EOD mice compared to controls (average number of tumors per mouse: AL = 1.28, EOD = 0.85) (Fig. 1g and Supplementary Table 1). The findings indicate that EOD mice lived longer than controls because lethal neoplastic disease was delayed in these animals.

**Fig. 1:**
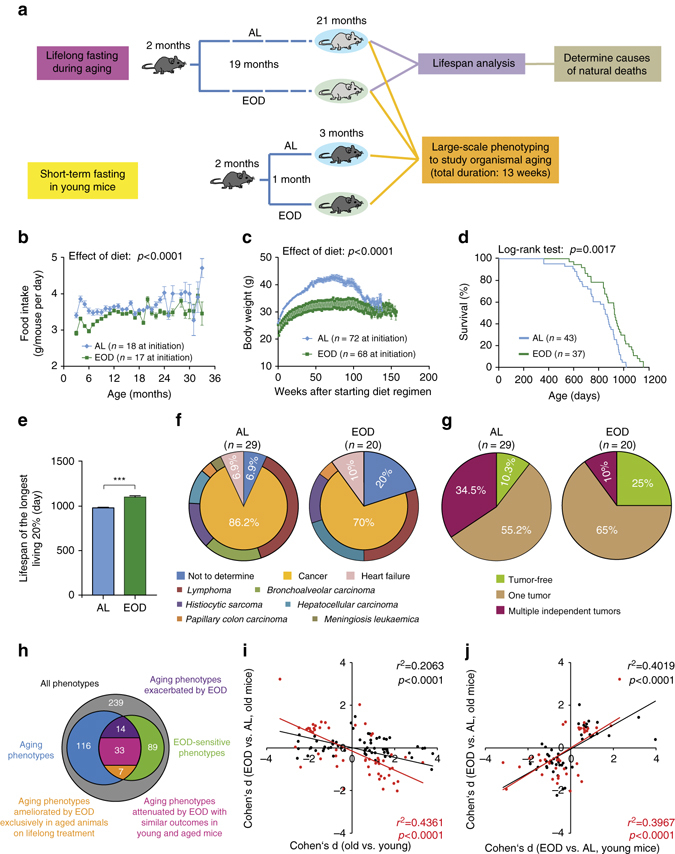
EOD extended lifespan and delayed lethal neoplastic disease but had limited effects on aging rate. **a** Schematic illustration of the experimental design. **b** Estimated food intake per animal (number of cages at initiation AL: *n* = 18, EOD: *n* = 17). **c** Body weight (AL: *n* = 72 mice, EOD: *n* = 68 mice at initiation). Statistical analyses for **b** and **c** were performed using a mixed effects model with DR as fixed effect and cage and time as random effects. **d** Survival curves (log-rank test; AL: *n* = 43 mice, EOD: *n* = 37 mice). **e** Maximum lifespan was calculated from the longest living 20% (*t*-test; AL: *n* = 9 mice, EOD: *n* = 8 mice). **f** Causes of natural deaths in AL (*n* = 29 mice) and EOD (*n* = 20 mice) animals. **g** Tumor burden in animals that died of natural causes (AL: *n* = 29 mice, EOD: *n* = 20 mice). **h**–**j** Summary of large-scale phenotyping analyses to study organismal aging in AL and EOD mice. **h** The Venn diagram provides an overview regarding the total number of phenotypes assessed (*n* = 239), the number of aging traits (*n* = 116), and parameters modified by EOD (*n* = 89), as well as overlaps of these sets of measures. Forty aging traits were ameliorated by EOD, of which 7 were prevented by EOD and 33 were modulated with similar outcomes in young mice, treated for only 1 month, and in aged animals kept on almost lifelong EOD. Fourteen aging traits were exacerbated by EOD. **i** Effect sizes (Cohen’s d) of age are plotted against effect sizes of EOD (in old mice) for all aging traits (*black dots*; *n* = 116), as well as for all traits modulated by both age and dietary intervention (*red dots*; *n* = 53). In both cases, the data show an inverse correlation of the effects of age and DR. **j** Effect sizes (Cohen’s d) of EOD in young mice are plotted against effect sizes of EOD in old mice for all traits modulated by diet (*black dots*; *n* = 88), as well as for all aging traits opposed by EOD (*red dots*; *n* = 39). In both cases, the data show a correlation of EOD effect sizes in young and old mice. *AL* ad libitum, *EOD* every-other-day feeding

### Large-scale phenotyping to assess EOD effects on aging

In order to systematically study EOD’s effects on aging and lifespan, we performed a large-scale analysis of >200 molecular, cellular, histopathological, and physiological parameters across >20 different tissues in mice subjected to EOD or AL access to food for much of their lifetime. To be able to account for acute EOD effects, our study design included young groups of mice subjected to EOD or AL for only 1 month prior to the commencement of phenotypic analyses at 3 months of age (Fig. 1a).

On the basis of their modulation by age (old vs. young) and/or diet (EOD vs. AL), traits from the large-scale phenotypic analyses were categorized as follows: (i) aging phenotypes prevented or delayed by EOD (Supplementary Table 2). These were aging phenotypes that were specifically rescued by EOD in the aged group of mice kept on almost lifelong EOD but that remained unaltered in young mice on short-term treatment; (ii) age-sensitive parameters opposed by EOD with similar outcomes in young and old mice (Supplementary Table 3). Similar EOD effects on a trait in both young mice on short-term treatment, and aged mice subjected to EOD for much of their lifetime, cannot be taken as evidence that EOD prevented or delayed aging; (iii) aging phenotypes not measurably altered or worsened by EOD (Supplementary Table 4); (iv) parameters modulated by EOD but not by age (Supplementary Table 5); (v) traits neither modified by aging nor by EOD. Experimental findings regarding aging-associated phenotypes are described in the remainder of the “Results” section, in Figs. 2–7, Supplementary Tables 6–17, as well as Supplementary Data sets 1 and 2. A summary of the findings is provided in the concluding section of the “Results” section and in Fig. 1h–j.

**Fig. 2:**
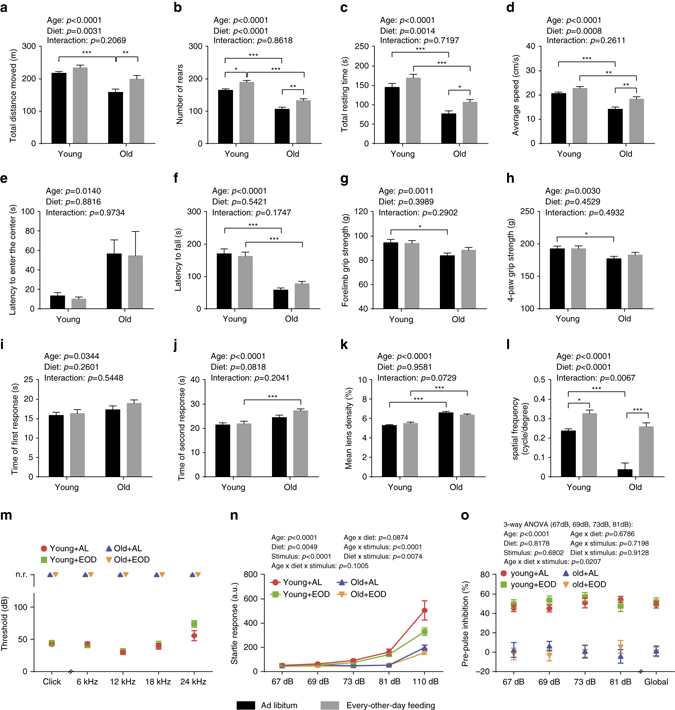
Neurological and ophthalmological phenotypes. **a**–**j** Assessment of neurological and behavioral phenotypes (two-way ANOVA; young + AL: *n* = 16, young + EOD: *n* = 16, old + AL: *n* = 23, old + EOD: *n* = 23). Analysis of locomotor activity including **a** total distance moved, **b** number of rears, **c** total resting time, **d** average speed, and **e** latency to enter the center as determined in an open-field test. **f** Latencies to fall on an accelerating rotatod. **g**, **h** Muscle strength measured by two-paw (forelimb) and four-paw grip strength tests. **i**, **j** Latencies to first and second reaction in a hot-plate-based assessment of nociceptive function. **k** Quantification of mean lens density by Scheimpflug imaging (two-way ANOVA; young + AL: *n* = 7, young + EOD: *n* = 8, old + AL: *n* = 7, old + EOD: *n* = 6). **l** Assessment of visual acuity using the virtual drum test (two-way ANOVA; young + AL: *n* = 7, young + EOD: *n* = 8, old + AL: *n* = 7, old + EOD: *n* = 6). Analysis of **m** auditory brain stem responses (young + AL: *n* = 12, young + EOD: *n* = 12, old + AL: *n* = 10, old + EOD: *n* = 10), **n** acoustic startle response and **o** pre-pulse inhibition (PPI). Statistical analyses for **n** and **o** were performed using a three-way ANOVA with the between-subjects factors age (young vs. old), DR (AL vs. EOD), and the within-subjects factor sound intensity (Greenhouse-Geisser correction) (young + AL: *n* = 16, young + EOD: *n* = 16, old + AL: *n* = 23, old + EOD: *n* = 23). *AL* ad libitum, *EOD* every-other-day feeding, *a.u*. arbitrary unit, *n.r*. no response. Data are shown as mean ± SEM. Full data sets of the open-field test and Scheimpflug imaging are presented in Supplementary Tables 7 and 8

**Fig. 3:**
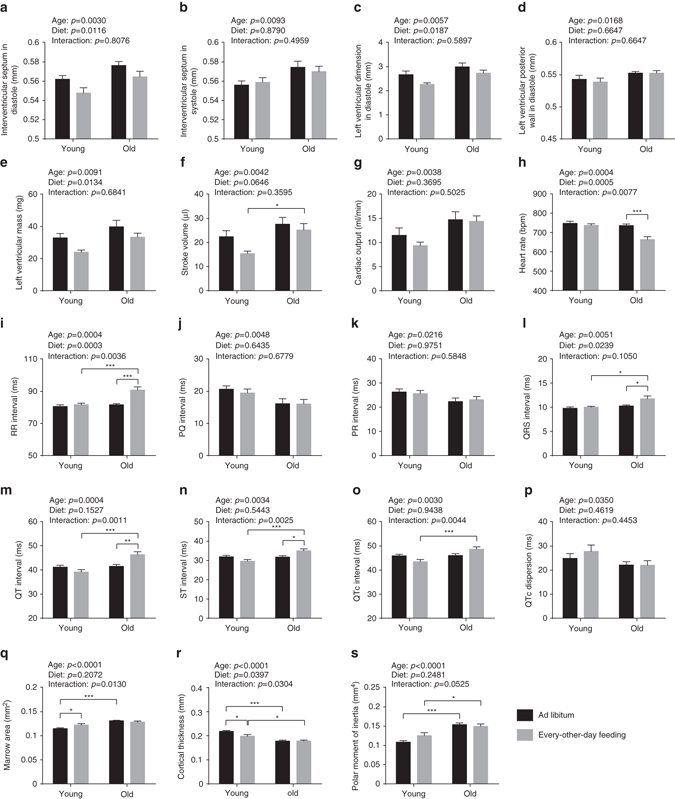
Cardiological analyses and assessment of bone structure. **a**–**g** Ventricular dimensions and functions were examined with transthoracic echocardiography (two-way ANOVA; young + AL: *n* = 10, young + EOD: *n* = 9, old + AL: *n* = 11, old + EOD: *n* = 11). Dimensions of **a** interventricular septum in diastole, **b** interventricular septum in systole, **c** left ventricle in diastole, and **d** left ventricular posterior wall in diastole were determined. **e** Mass of left ventricle, **f** stroke volume, and **g** cardiac output were calculated. **h**–**p** ECGs were recorded from conscious mice (two-way ANOVA; young + AL: *n* = 10, young + EOD: *n* = 9, old + AL: *n* = 11, old + EOD: *n* = 11). **h** HR, **i** RR interval, **j** PQ interval, **k** PR interval, **l** QRS interval, **m** QT interval, **n** ST interval, **o** QTc interval, **p** QTc dispersion. **q**–**s** Bone architecture was examined using micro-CT of distal tibia (two-way ANOVA; young + AL: *n* = 16, young + EOD: *n* = 9, old + AL: *n* = 17, old + EOD: *n* = 9). **q** Marrow area, **r** cortical thickness, **s** polar moment of inertia. *AL* ad libitum, *EOD* every-other-day feeding. Data are shown as mean ± SEM. Full data sets of echocardiography, electrocardiography, and micro-CT assessments are presented in Supplementary Tables 10–12

**Fig. 4:**
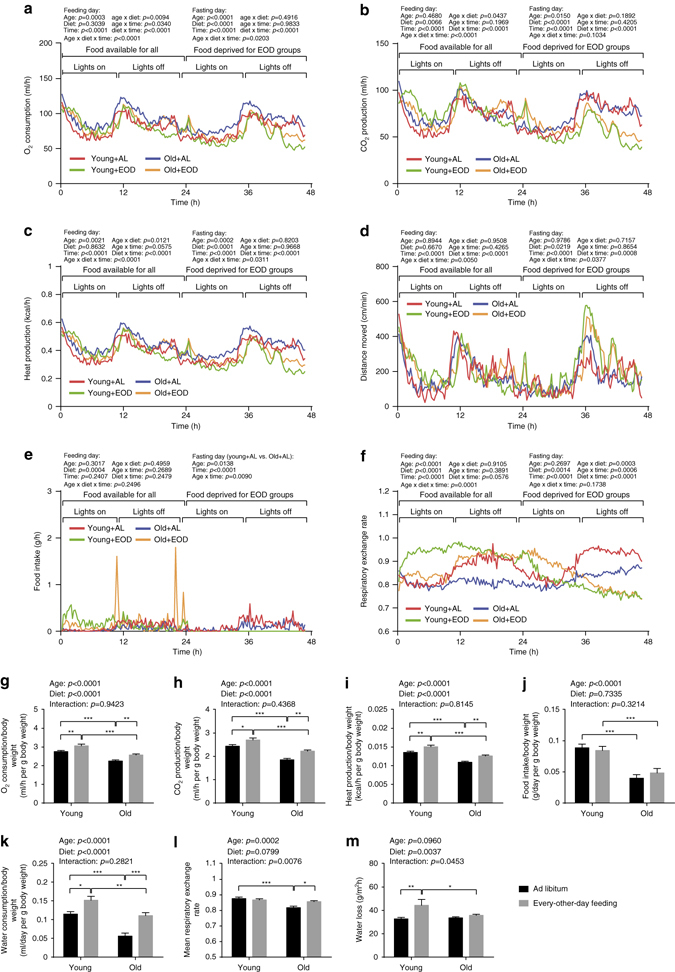
Energy metabolism and water turnover. **a**–**l** Indirect calorimetry was conducted over a period of 47 h, initiated at 7 a.m. (young + AL: *n* = 16, young + EOD: *n* = 16, old + AL: *n* = 16, old + EOD: *n* = 16). The dark/light cycle was kept at 12:12 h (lights on 6 a.m. CET, lights off 6 p.m. CET). For mice assigned to the EOD cohorts, food was removed after the first 24 h. Water was supplied AL to all groups. Temporal pattern of **a** oxygen consumption, **b** carbon dioxide production, **c** HP, **d** distance moved, **e** food intake, and **f** respiratory exchange rate are shown. **g** Oxygen consumption, **h** carbon dioxide production, **i** HP, **j** food intake, and **k** water consumption per g body weight as well as **l** mean respiratory exchange rate were calculated. **m** TEWL was measured non-invasively using a special Tewameter (young + AL: *n* = 15, young + EOD: *n* = 16, old + AL: *n* = 22, old + EOD: *n* = 23). Statistical analyses of **a**–**f** were performed via three-way ANOVA with the between-subjects factors age (young vs. old), DR (AL vs. EOD) and the within-subjects factor time (Greenhouse-Geisser correction) for feeding and fasting day, respectively. Statistics of **g**–**m** were calculated via two-way ANOVA with between-subjects factors age (young vs. old) and DR (AL vs. EOD). *AL* ad libitum, *EOD* every-other-day feeding. Data in **a**–**f** are presented as mean. Data in **g**–**m** are shown as mean ± SEM. The full indirect calorimetry data set is presented in Supplementary Table 13

**Fig. 5:**
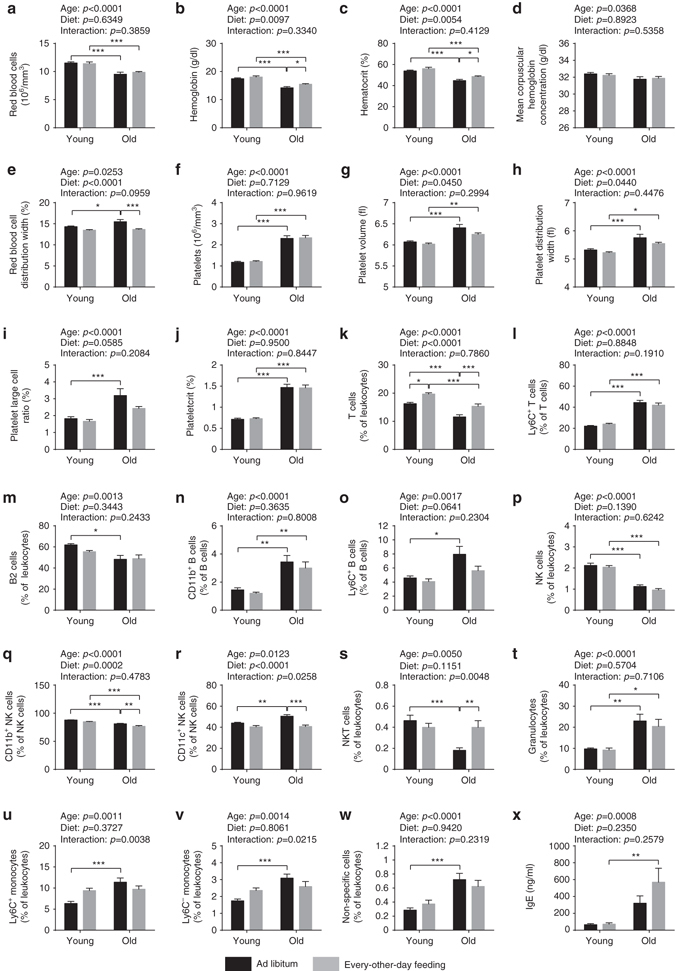
Hematological and immunological analyses. **a**–**j** Number and size of the different blood cell types were determined using a hematology analyzer (two-way ANOVA; young + AL: *n* = 16, young + EOD: *n* = 16, old + AL: *n* = 20, old + EOD: *n* = 22). **a** RBC count, **b** hemoglobin concentration, **c** HCT, **d** MCHC, **e** RDW, **f** platelet count, **g** platelet volume, **h** PDW, **i** large cell ratio of platelets (>12 fl), and **j** PCT. **k**–**w** Peripheral blood leukocytes were analyzed using a ten-color flow cytometer (two-way ANOVA; young + AL: *n* = 16, young + EOD: *n* = 16, old + AL: *n* = 20, old + EOD: *n* = 22). Only CD45-positive cells were included in the analysis. **k** T cells (CD3^+^CD5^+^), **l** Ly6C^+^ T cells, **m** B2 cells (CD5^−^CD19^+^B220^+^), **n** CD11b^+^ B cells (CD19^+^B220^+^), **o** Ly6C^+^ B cells (CD19^+^B220^+^), **p** natural killer (NK) cells (CD3^−^CD5^−^NKp46^+^ and/or NK1.1^+^), **q** CD11b^+^ NK cells, **r** CD11c^+^ NK cells, **s** NKT cells (CD3^+^CD5^+^NKp46^+^ and/or NK1.1^+^), **t** granulocytes (CD11b^+^Ly6G^+^), **u** Ly6C^+^ monocytes (CD11b^+^), **v** Ly6C^−^ monocytes (CD11b^+^), **w** non-specific cells, **x** plasma concentration of IgE immunoglobulins. *AL* ad libitum, *EOD* every-other-day feeding. Data are shown as mean ± SEM. Full data sets of hematological and immunological analyses are presented in Supplementary Tables 14 and 15

**Fig. 6:**
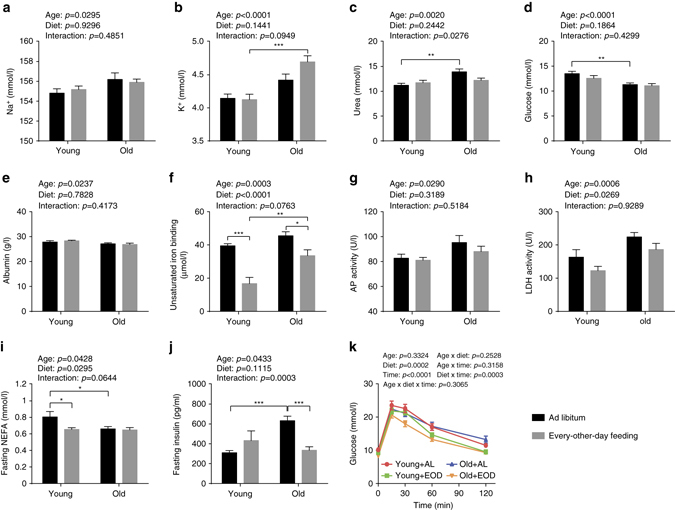
Clinical chemistry measures in plasma of fed and fasted mice. Plasma concentrations of **a** sodium, **b** potassium, **c** urea, **d** glucose, and **e** albumin, **f** unsaturated iron-binding capacity, as well as activities of **g** alkaline phosphatase (*AP*) and **h** lactate dehydrogenase (*LDH*) were determined in fed mice (two-way ANOVA; young + AL: *n* = 16, young + EOD: *n* = 16, old + AL: *n* = 20, old + EOD: *n* = 22). Plasma concentrations of **i** fasting NEFA and **j** fasting insulin were measured in animals after a 6 h fasting period (two-way ANOVA; young + AL: *n* = 16, young + EOD: *n* = 16, old + AL: *n* = 23, old + EOD: *n* = 23). **k** Blood glucose concentration during an IpGTT (three-way ANOVA with the between-subjects factors age (young vs. old), DR (AL vs. EOD), and the within-subjects factor time points (Greenhouse-Geisser correction); young + AL: *n* = 16, young + EOD: *n* = 16, old + AL: *n* = 23, old + EOD: *n* = 23). *AL* ad libitum, *EOD* every-other-day feeding. Data are presented as mean ± SEM. Full clinical chemistry data sets are presented in Supplementary Tables 16 and 17

**Fig. 7:**
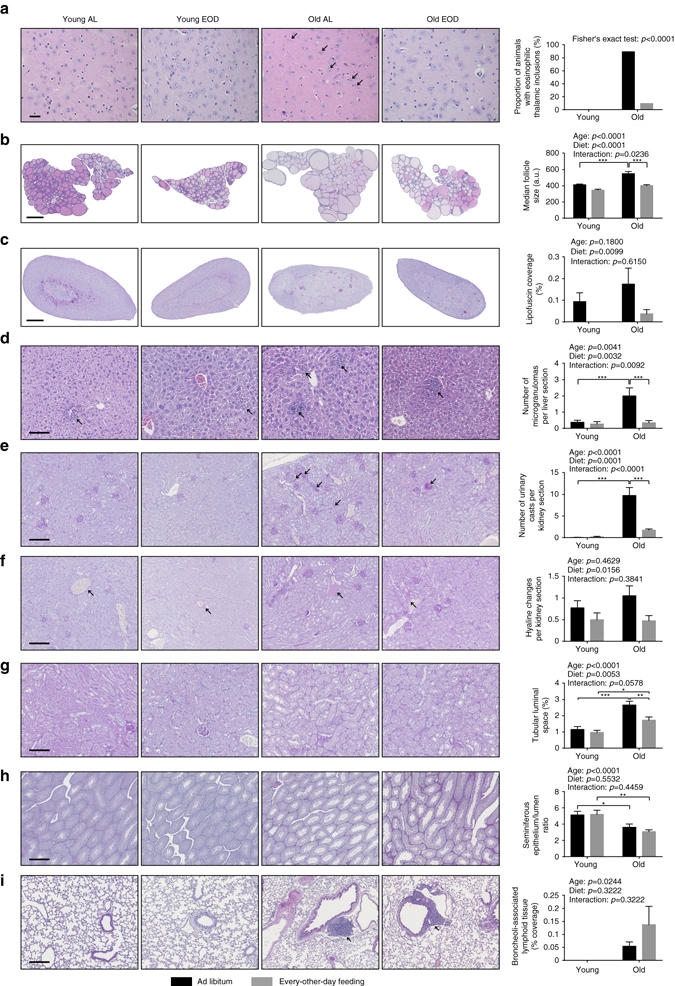
Histopathology. Representative images of sections derived from the **a** brain (scale bar = 20 µm), **b** thyroid gland (scale bar = 500 µm), **c** adrenal gland (scale bar = 500 µm), **d** liver (scale bar = 100 µm), **e**–**g** kidney (in **e**, **f**: scale bar = 200 µm; in **g**: scale bar = 100 µm), **h** testis (scale bar = 500 µm), and **i** lung (scale bar = 200 µm) are shown on the *left*. Quantification of **a** proportion of animals bearing eosinophilic thalamic inclusions (indicated by *arrows*), **b** median follicle size of the thyroid gland, **c** relative surface area covered by lipofuscin deposits within the adrenal gland, **d** number of hepatic microgranulomas (indicated by *arrows*), **e** number of urinary casts in the kidney (indicated by *arrows*), **f** number of hyaline changes in renal arterioles (indicated by *arrows*), **g** the relative surface area on renal sections covered by tubular luminal space, **h** ratio of testicular seminiferous epithelium/lumen in seminiferous tubules, and **i** coverage of broncheoli-associated﻿ lymphoid tissues (BALT) in the lung (indicated by *arrows*) are presented in panels on the *right*. Data in **b** are shown as median ± SEM and data in **c**–**i** are presented as mean ± SEM. Statistical analyses was performed using Fisher’s exact test for **a** or two-way ANOVA for **b**–**i** (young + AL: *n* = 16, young + EOD: *n* = 16, old + AL: *n* = 19, old + EOD: *n* = 20). *AL* ad libitum, *EOD* every-other-day feeding

### EOD had age-independent effects on neurological phenotypes

We started our analysis of age-related health parameters by testing neurological and behavioral functions in aged mice subjected to almost lifelong EOD or AL access to food, as well as young mice on short-term EOD or AL. If not stated otherwise, all measurements were initiated in the morning after a feeding day. A modified SHIRPA screen was used to assess general health, autonomic functions, reflexes, posture, movement, and spontaneous behavior. Consistent with prior observations^12^, we found age-related changes on a subset of SHIRPA measures (presence of tremor, gait abnormalities, tail elevation, reduced vocalization, reduced, or absence of startle response) (Supplementary Table 6). These did not appear to be prevented by EOD. We do note, however, that larger sample sizes would be needed to be able to detect effects on these types of measures.

Exploratory activity was examined in an open-field assay, in which we allowed mice to explore freely a novel environment for a 20-min period. Consistent with previous observations^12, 15^, these experiments showed overall reduced exploration in aged mice compared to young animals, as indicated by reduced distance traveled measures and reduced numbers of rearings (Fig. 2a, b). EOD increased exploratory activity in both young mice on short-term treatment and aged mice on almost lifelong treatment (Fig. 2a–d; full data set in Supplementary Table 7).

We examined motor coordination and balance using the accelerating rotarod. These analyses showed the expected^12, 15^ age effects with significantly reduced latencies to fall in aged animals (Fig. 2f). We observed a possible slight improvement of latencies to fall in EOD-treated old mice compared to age-matched controls but without reaching statistical significance (Tukey post hoc test following two-way ANOVA, old/AL vs. old/EOD: *p* = 0.4146) (Fig. 2f). We also examined motor strength in EOD mice and controls using two-paw and four-paw versions of a grip strength test. These analyses revealed the expected^12, 15^ age-related reductions in grip strength and suggested a small but statistically insignificant improvement in EOD-treated old mice relative to AL-fed aged controls (Tukey post hoc tests following two-way ANOVAs; forelimb grip strength, old/AL vs. old/EOD: *p* = 0.4463, four-paw grip strength, old/AL vs. old/EOD: *p* = 0.6789) (Fig. 2g, h).

We assessed nociceptive functions in EOD mice and controls using a hot plate test. These studies showed the expected^12^ increases in reaction latencies in aged mice compared to young animals, suggesting age-related alterations in nociceptive function. EOD did not attenuate these aging-associated behavioral changes in the hot plate test but instead further increased reaction latencies in aged mice (Fig. 2i, j).

### EOD did not alter age-related increases in lens density

The most common aging-associated pathology in the anterior part of the eye is cataract formation^16^. We used Scheimpflug imaging to measure abnormalities in the anterior segment of the eye, including changes in lens density in young and old EOD and control mice. These studies showed the expected^12, 16^ age-related increase in mean lens density (Fig. 2k). EOD did not improve aging-associated increases in mean lens density in any obvious and measurable way (Fig. 2k; full data set in Supplementary Table 8).

The posterior part of the eye was assessed using in vivo optical coherence tomography, fundoscopy, and histological analyses, demonstrating, consistent with previous observations^12^, normal retinal thickness and apparently unaltered retinal vasculature in aged mice (Supplementary Table 9).

Visual acuity was examined using the virtual drum test. Consistent with results obtained from previous work^12, 17^, performance of aged animals was worse compared to young animals (Fig. 2l). Only one out of seven aged control mice was able to complete this task, whereas performance was improved in old EOD animals. EOD enhanced performance in both young and aged cohorts, indicating age-independent effects on performance in this visual acuity task (Fig. 2l).

### Age-dependent hearing loss was not ameliorated by EOD

Presbycusis is a common issue in elderly individuals and is associated with a loss of hair cells and spiral ganglion sensory neurons^18^. Age-dependent hearing loss also is a feature of C57BL/6J mice, beginning between 12 and 15 months of age in the higher frequencies and progressing to lower frequencies^18^. For a gross assessment of age-dependent hearing loss in young and old control and EOD mice, we subjected animals to the clickbox test, in which the responsiveness of mice to a 20 kHz sound is recorded. These experiments showed the expected^12, 18^ lack of responding in the aged groups (Fig. 2m). Auditory brain stem response measurements confirmed the complete aging-associated hearing loss and showed no EOD effects on stimulus intensity thresholds (Fig. 2m). In summary, aged animals showed the expected sensorineural hearing loss, which was unaffected by EOD at that age. However, intermediate shift of onset or progression was not assessed.

We also assessed acoustic startle reactivity and pre-pulse inhibition (PPI) in young and old EOD mice and controls. As expected^12, 19^, aged animals showed reduced startle responses to a range of different sound intensities (Fig. 2n). EOD decreased responding independent of age and across several sound intensities (Fig. 2n). PPI was largely absent in the aged groups (Fig. 2o). EOD in young mice had no effect on PPI (Fig. 2o). Together, these data are consistent with the clickbox data and auditory brain stem response measurements mentioned above and indicate that age-related hearing loss was not prevented by EOD.

### EOD reduced heart weight and cardiac dimensional measures

Aging is associated with significant changes in heart structure and function^20^. To test for gross structural changes in the aged heart, we measured heart dimensions via echocardiography and obtained heart weights upon pathological assessment of the animals. Some dimensional measures showed expected^12, 21, 22^ age-related increases that were either partially or fully restored by EOD with similar effects in young and old mice (Fig. 3a–e; full data set in Supplementary Table 10): thickness of interventricular septal wall in diastole (IVSd), left ventricular end-diastolic internal diameter (LVIDd), corrected left ventricular mass (LV mass corr). Consistent with these echocardiography findings, we observed reduced heart weights in EOD mice of both age groups upon pathological assessment (Supplementary Fig. 1i). EOD also altered a number of additional structural and functional echocardiography measures, including fractional shortening (FS), ejection fraction, and stroke volume (Fig. 3f and Supplementary Tables 10 and 11). These EOD effects often appeared to be more pronounced in the young group than in the aged set of animals. In sum, EOD effects were consistent with a retardation of heart growth (particularly evident in the young group) and consequently reductions in heart dimensional measures described above.

### EOD did not modify age-related changes in bones and joints

Progressive bone loss with age results in osteoporosis, reduced bone strength, and fractures^23^. We measured cortical bone architecture by micro-CT analyses of the distal tibia. Consistent with previous reports^24, 25^, significant age-dependent alterations were detected in a subset of parameters (decreased cortical thickness with increased marrow cavity area and polar moment of inertia) (Fig. 3q–s; full data set in Supplementary Table 12). Age-dependent changes in cortical bone architecture were not affected by EOD. We also performed X-ray radiography of spine, ribs, scapulae, clavicle, pelvis, femur, humerus, ulna, tibia, digits, joints, jaws, teeth, fibula, radius, ribs, and skull, confirming no obvious skeletal abnormalities in aged or EOD mice detectable at this level of analysis.

### Calorimetry revealed altered metabolic profiles in EOD mice

Indirect calorimetry was conducted over a period of 47 h, such that, in the EOD groups of mice, time windows with AL access to food (24 h), as well as complete food restriction (23 h) were covered experimentally. During the day with AL access to food, all groups (i.e., young/old, AL/restricted) showed a typical ultradian rhythm in energy expenditure and physical activity with lower gas exchange during the day and an increase in the evening triggered by the onset of the dark phase (Fig. 4a–d). On the food restriction day, daytime energy expenditure did not differ considerably between groups (Fig. 4c). EOD mice, however, tended to show reduced oxygen consumption and carbon dioxide production rates during the second half of the night of the food restriction day (Fig. 4a, b). Only two restricted mice (one young, one aged) showed a metabolic suppression similar to torpor typical for small rodents. Overall, levels of oxygen consumption, carbon dioxide production, and heat release were, however, significantly increased in EOD mice when body weight differences were accounted for (Fig. 4g–i; full data set in Supplementary Table 13).

The availability of food as well as the age of the mice had effects on metabolic fuel utilization (Fig. 4e, f, l). Consistent with prior findings^12, 26^, aged control mice showed significantly reduced average respiratory exchange ratios (RER) compared to young control animals (Fig. 4f, l), indicating a proportional substrate preference toward lipid oxidation in aged mice. The metabolic profile of young control mice was dominated by low RER (indicative for lipid oxidation) during daytime and shifted to higher RER (reflective for carbohydrate utilization) in the evening (Fig. 4f). Aged control mice, in contrast, showed low RER values with little variability throughout the entire period of assessment (Fig. 4f). Young EOD mice showed high RER values during the feeding day and low RER values during the starvation day (Fig. 4f). The temporal RER profile in old EOD mice showed similarities with that in young EOD mice but was shifted by ~12 h, such that RER began to rise at ~12 h after onset of food availability and remained high for ~12 h during the starvation day (Fig. 4f). The RER profiles in the young groups described above were consistent with the observation that food intake occurred primarily during the dark phase in controls, while young EOD mice also engaged in food consumption during the light phase (Fig. 4e). This pattern appeared to be less pronounced in aged animals on almost lifelong EOD (Fig. 4e), possibly reflecting adaptation to this long-term feeding regimen.

### Increased water turnover in EOD mice

Transepidermal water loss (TEWL) measurements are useful as an initial approach for identifying skin damage (e.g., associated with pathological conditions, such as eczema, or caused by chemical or physical insults), whereby TEWL rates increase proportionally to the level of damage. We subjected aged and young EOD and control mice to TEWL measurements using a Tewameter placed on the skin. Our analyses showed no obvious effect of aging but an overall increase of TEWL in EOD mice relative to AL-fed controls (Fig. 4m). Consistent with increased rates of water loss in EOD mice, measurements of water intake showed excessive water consumption in these animals (Fig. 4k and Supplementary Table 13). It remains to be determined in future studies whether excessive water intake serves to compensate for water loss or whether there is increased TEWL due to increased rates of water uptake. One likely scenario may be that excessive food intake during the feeding day is associated with increased water intake and consequently increased water loss in EOD mice.

### Altered body composition in EOD mice

We examined body composition (total fat, lean mass) in young and old EOD, as well as AL-fed animals using time domain nuclear magnetic resonance (TD-NMR). Advanced age was associated with the expected^12, 26^ increase in proportional body fat mass (fat mass adjusted to body weight), as well as decrease in relative lean mass. Body mass was consistently decreased in EOD mice of both age cohorts. Of note, body composition was altered in EOD mice with a slight increase in proportional fat mass and a corresponding decrease in relative lean mass (Supplementary Fig. 1a–c), which likely reflects an adaptive response to the intermittent availability of food.

### EOD reduced leukocyte counts and increased hematocrit

Aging in C57BL/6J mice is known to be associated with an altered cellular composition of the peripheral blood^12, 27, 28^. Therefore, we included in our analysis a basic hematological assessment of young and old EOD mice and controls. Our observations, outlined below, are consistent with known aging effects on blood cell counts (Fig. 5; full data set in Supplementary Table 14)^12, 27, 28^. Red blood cell counts (RBC) were decreased in aged mice (Fig. 5a). Consistent with the RBC results, hemoglobin concentrations and hematocrit (HCT) were reduced in aged mice (Fig. 5b, c). RBC distribution width (RDW) values were increased in aged animals (Fig. 5e), indicating a higher degree of anisocytosis. Although EOD left RBC unaffected, it caused an overall increase in hemoglobin concentrations and HCT across age groups (Fig. 5b, c), accompanied by an increase in mean corpuscular volume (MCV) and mean corpuscular hemoglobin content (Supplementary Table 14). In addition, EOD reduced RDW values in both the young and aged group of mice (Fig. 5e). Overall, similar treatment outcomes in young and aged animals suggested that these changes in hematological parameters were related to age-independent effects associated with EOD. Our studies also revealed elevated platelets counts in aged animals (Fig. 5f). Though no measurable EOD effect on platelet counts and plateletcrit (PCT) was detected, platelet volume, platelet distribution width (PDW), and platelet large cell ratio were reduced in EOD animals regardless of age (Fig. 5f–j). Leukocyte counts were reduced by EOD across age groups (Supplementary Table 14).

### EOD attenuated a subset of aging-associated immune changes

Age-related immune dysfunction leads to an increased prevalence of infections and autoimmune disease in the elderly and may also contribute to the increased cancer risk in aged individuals^29, 30^. Immune aging phenotypes affect the lymphocyte, as well as myeloid compartment in the peripheral blood and include decreased numbers of T and B lymphocytes, decreased natural killer (NK) cell frequencies, as well as increased frequencies of monocytes and neutrophil granulocytes^29, 30^.

To test for alterations with regard to these immune phenotypes, we performed ten-color polychromatic flow cytometry and quantified a subset of immune cell populations in young and old EOD and AL-fed mice. Consistent with published data^12, 31–34^, these experiments showed aging-associated decreases in T cells, B2 cells, as well as NK cells (Fig. 5k, m, p; full data set in Supplementary Table 15). EOD increased T-cell frequencies in both the young mice on short-term EOD and aged mice chronically subjected to EOD during aging, indicating age- and exposure-time-independent effects of EOD on this measure (Fig. 5k). Aging is known to be associated with an increase in the proportion of T cells expressing memory markers, such as CD44 and/or Ly6C^12, 35^. The age-dependent increase of Ly6C^+^ T cells, observed in the present study, remained unaffected by EOD (Fig. 5l). Neither expected age-related decreases of B2 cells^33^ nor increases of CD11b^+^ and Ly6C^+^ B-cell frequencies were prevented by EOD (Fig. 5m–o). Furthermore, EOD had no measureable effect on the expected^12, 32^ aging-associated decline in NK cell frequencies (Fig. 5p). However, NK cell subpopulations were modified by EOD, such that levels of CD11b^+^ and CD11c^+^ NK cells were reduced (Fig. 5q, r) and the percentage of Ly6C^+^ NK cells was elevated (Supplementary Table 15). Interestingly, age-dependent decreases of NKT cells were fully recovered by EOD (Fig. 5s). With regard to the myeloid compartment, our experiments confirmed^12, 27^ age-related increase in neutrophil granulocytes, as well as monocytes in the peripheral blood (Fig. 5t–v). EOD did not appear to attenuate the aging-associated increases with regard to these myeloid cell populations in the peripheral blood (Fig. 5t–v).

### EOD did not alter aging-associated changes in plasma IgE

We performed ELISAs to measure plasma IgE immunoglobulin levels, which are expected to increase with advanced age^12^. Our studies confirmed increased plasma IgE concentrations in aged mice (Fig. 5x). EOD did not ameliorate these aging-associated elevations in plasma IgE concentrations (Fig. 5x).

### EOD and age effects on clinical chemistry measures

In line with previous observations^12, 28^, we observed a number of clinical chemistry measures influenced by age (plasma taken from animals in the fed state). We observed aging-associated changes in plasma concentrations of sodium (increased in old mice), potassium (increased in old mice), urea (increased in old mice), glucose (decreased in old mice), albumin (decreased in old mice), unsaturated iron-binding capacity (increased in old mice), activity of alkaline phosphatase (increased in old mice), and lactate dehydrogenase activity (increased in old mice) (Fig. 6a–h; full data set in Supplementary Table 16). There appeared to be changes with regard to plasma concentrations of fructosamine (decreased in old mice) and α-amylase activity (increased in old mice) but without reaching statistical significance (Supplementary Table 16). EOD had no measurable antagonistic effect on several of these aging-associated changes, including those regarding plasma concentrations of sodium, potassium, glucose, albumin, and fructosamine. EOD did, however, appear to ameliorate aging-associated changes in plasma concentrations of urea, unsaturated iron-binding capacity, alkaline phosphatase activity, lactate dehydrogenase activity, and α-amylase activity (Fig. 6c, f–h; Supplementary Table 16). Recovery of plasma urea concentration was the only parameter with EOD effects specifically in the aged cohort subjected to almost lifelong treatment, whereas all other parameters were influenced by EOD in similar ways in young mice on short-term EOD and aged mice on almost lifelong EOD.

We also noted additional main effects of EOD: EOD mice showed decreased plasma concentrations of calcium, phosphate, total protein, and triglycerides (Supplementary Table 16). Strongest effects were seen, unexpectedly, for parameters associated with iron metabolism: While total iron-binding capacity was only slightly decreased in EOD animals, we found a strong decrease of unsaturated iron-binding capacity and a corresponding increase of plasma iron levels in EOD mice (Fig. 6f and Supplementary Table 16). This difference was stronger in the young group than in aged animals.

A subset of parameters was measured in plasma isolated after a 6 h food withdrawal on a regular fasting day (full data set in Supplementary Table 17). After fasting, non-esterified fatty acids showed a significant main effect of age (decreased in old mice), without apparent correction by EOD (Fig. 6i). Several parameters, such as plasma levels of cholesterol, high-density lipoprotein cholesterol, triglycerides, and glucose, were decreased in EOD mice in an age-independent fashion (Supplementary Table 17).

### Glucose homeostasis in EOD mice

To assess possible age- or diet-related changes in glucose tolerance, we performed an intraperitoneal glucose tolerance test (IpGTT) in young and old EOD and control animals (this was performed after 6 h of fasting on a day without access to food). We observed a significant main effect of EOD on basal glucose levels with levels reduced in EOD mice independent of age (Fig. 6k). Glucose tolerance was significantly improved in EOD mice of both age groups (Fig. 6k). Notably, inter-individual variance of glucose tolerance was much higher in aged control animals than in aged EOD mice. We did not observe significant main effects of age with regard to basal glucose levels and glucose tolerance.

We also measured insulin levels in young and old EOD and control animals (after 6 h of fasting on a day without food access). Consistent with published work^36^, aged AL-fed mice showed elevated insulin levels compared to young controls (Tukey post hoc test following two-way ANOVA, old/AL vs. young/AL: *p* = 0.0004) (Fig. 6j). These analyses also revealed clear decreases in insulin levels in aged EOD mice (Tukey post hoc test following two-way ANOVA, old/AL vs. old/EOD: *p* = 0.0005) (Fig. 6j), likely reflecting increased insulin sensitivity in these animals.

### EOD ameliorated some aging-associated histological changes

We used histopathology to assess young and old EOD and control animals for the presence of eosinophilic thalamic inclusions, cytoplasmic inclusions in thalamic neurons that progressively develop during aging in mice^37^ and men^38^. Consistent with published data^37^, eosinophilic thalamic inclusions were present in most of the AL-fed aged mice (Fig. 7a). These inclusions were rarely found in the old EOD animals (Fig. 7a). Eosinophilic thalamic inclusions were not present in young mice, either on EOD or AL access to food.

Aging-related changes in the thyroid gland include increasing follicle size and decreasing colloid resorption (reflecting decreasing thyroid activity in the aged animal)^39^. We performed morphometric histopathological analyses to assess follicle size distribution in the thyroid gland of young and old EOD and control animals. These studies revealed the expected^12, 39^ aging-associated increase in thyroid follicle size (Fig. 7b). EOD reduced thyroid follicle size in both young mice on short-term EOD and aged mice subjected to almost lifelong EOD (Fig. 7b).

Aging-related histopathological alterations in the adrenal glands include adrenal adenomas, subcapsular cell hyperplasias, and lipofuscin depositions^40^. We employed morphometric histopathology to assess quantitatively the presence of lipofuscin deposits in the adrenal glands of young and old EOD mice and controls. Statistical analyses revealed an overall decrease in adrenal gland lipofuscin deposits in EOD mice (Fig. 7c).

Age-associated changes in the liver include fat accumulation, fibrotic changes, inflammatory/immune alterations, and cancers^12, 41^. We performed a histopathological assessment of liver-associated aging phenotypes in EOD mice and age-matched controls. AL-fed aged animals displayed microgranulomas (some with councilman bodies) and visible Kupffer cells (usually a sign for activation) (Fig. 7d). The number of hepatic microgranulomas was decreased in aged EOD mice (Tukey post hoc test following two-way ANOVA, old/AL vs. old/EOD: *p* = 0.0004) (Fig. 7d).

Aging-associated pathological changes in the kidney include glomerulosclerosis, loss of renal mass, and hyalinization of afferent arterioles^12, 42–44^. Obvious glomerulosclerotic changes were found in only one aged control animal. Quantitative assessment of urinary casts revealed that these features were largely absent in young mice but were prominent in aged AL animals and reduced in aged EOD mice (Tukey post hoc test following two-way ANOVA, old/AL vs. old/EOD: *p* < 0.0001) (Fig. 7e). Hyaline vascular changes were detected to some extent in both young and old mice, though these alterations were more pronounced in aged animals. EOD decreased hyaline vascular changes across age groups (Fig. 7f). With advanced age, tubular epithelial cells become atrophic, which is associated with an increase in tubular luminal space^42^. We used morphometric histopathology to quantify tubular luminal space on kidney sections. These analyses revealed a significant main effect of age on this measure, which was attenuated by EOD (Fig. 7g).

### EOD had limited effects on testicular atrophy and BALT

Histopathological analyses of the male reproductive tract revealed the expected^12, 45^ signs of testicular atrophy in aged mice. Consistent with age-dependent loss of testis weight (Supplementary Fig. 1n), seminiferous epithelium/lumen ratio of seminiferous tubules was significantly decreased in both old animal cohorts regardless of diet (Fig. 7h).

Aging is associated with the accumulation of lymphatic cells in various organs^12, 14^, consistent with a proinflammatory state in aged individuals. We performed histopathological assessments to determine if aging had an effect on the presence of lymphatic tissue in the lung (broncheoli-associated lymphatic tissue, BALT) and, if so, whether EOD had an effect on this aging trait. BALT was present to various degrees in some of the aged mice irrespective of diet group (Fig. 7i), but not in young animals. EOD did not appear to inhibit the accumulation of BALT in the lung during aging.

### RNA-seq did not show EOD effects on transcriptional changes

We employed RNA-seq analyses to determine whether EOD-modified transcriptional changes associated with aging (young/AL: *n* = 4 mice; young/EOD: *n* = 3 mice; old/AL: *n* = 4 mice; old/EOD: *n* = 4 mice; starting material: whole brain). 

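Whole-brain RNA of 15 male C57BL/6J mice was sequenced. The mice had been fed ad libitum (AL, food always present) or every other day (EOD, food given on alternate days from 2 months of age), and 4 young AL, 3 young EOD, 4 old AL and 4 old EOD mice entered the comparison. The paper gives 3 and 21 months as the ages at the start of its analyses, which ended with pathology in week 13, and the labels of the deposited samples give 3 and 24 months. The authors aligned the reads to Ensembl GRCm38 with STAR, counted them on the genes of Ensembl release 79 with featureCounts (minimum mapping quality 5, reverse-stranded, primary alignments) and deposited the count of each of 43629 genes per mouse without normalization. Total counts on genes ranged from 8316676 to 13610729 in young AL mice (median 11350717.5), from 5877267 to 9886766 in young EOD mice (median 7552369), from 5198748 to 11911721 in old AL mice (median 7821635) and from 8653827 to 11977663 in old EOD mice (median 10714862.5). The file headers name 3 sequencing lanes. Lane 1 held 5 mice of all 4 groups, lane 2 held 6 mice of all 4 groups, and lane 3 held 4 mice but no young EOD mouse. No pair of replicate mice had identical counts, and the chi-square per degree of freedom between the 21 pairs ranged from 3.01 to 16.6, so that each mouse was counted as 1 sample.
The third young AL mouse differed from the other 14 mice. It had the largest total, 13610729 counts, but the fewest genes with at least 1 count, 17280 against 19054 to 20880. Its median correlation with the other mice (log2 CPM across genes, where CPM is the count scaled to the total) was 0.9573, against 0.9801 to 0.9873. The first principal component, which held 29.8% of the variance, placed it at 82.68 and the other mice between -11.63 and -0.7849. The paper's text does not mention this mouse. Most values are therefore given with and without it.
Counts were tested with edgeR's quasi-likelihood test with TMM normalization on the 15864 genes that passed filterByExpr, in one fit of the 4 group means, with Benjamini-Hochberg adjustment and the paper's threshold of FDR 0.1. Deviations from the group mean correlated at -0.0266 on average across genes between same-numbered mice. An average over genes does not settle whether replicate numbers mark pairs, and numbers of genes with replicate number as a block are given beside those without. Leaving low-count genes in, adding a covariate or using another test can change the number of genes past the threshold.

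**Figure D1:**
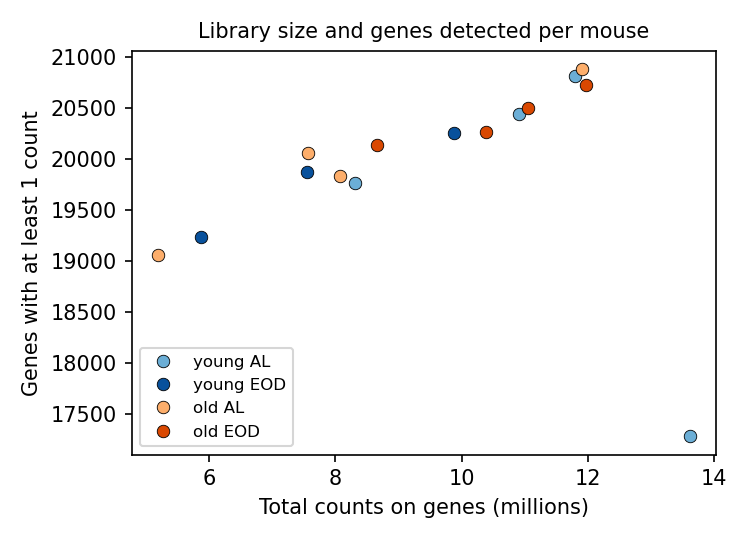
Total counts on genes (x axis) and the number of genes with at least 1 count (y axis) for each of the 15 mice, coloured by group. The third young AL mouse lies at the lower right with 13610729 counts and 17280 genes, and the other 14 mice lie between 19054 and 20880 genes.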

Differential expression analyses identified 196 genes differentially expressed (FDR < 0.1) in old vs. young brains (Supplementary Data 1). 

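Supplementary Data 1 was compared with DESeq2 fits of the deposited counts. Over the 798 of its first 1186 genes that have a mean normalized count above 50, its log2 fold changes with age differed by a median of 2.76e-05 from a fit without the third young AL mouse that kept the size factors of all 15 mice, by 0.0523 from a fit of all 15 mice, and by 0.0521 to 0.0777 from fits that each left out one of the other 14 mice. This setting was found after seeing the data, among 18 fits, and the number of genes over which the FDR is computed was also varied over 5 sizes. The paper states 4 young AL mice. That one is missing from the fit behind Supplementary Data 1 is inferred from this comparison, and the paper gives no reason for it. In these fits the age term compares old AL with young AL mice.
With the 14 mice and the size factors of all 15, DESeq2 gave 196 genes at FDR under 0.1 between old and young AL mice. Of these, 174 were increased and 22 decreased, and 192 were among the 195 genes with an FDR under 0.1 in Supplementary Data 1. With all 15 mice, DESeq2 gave 244 genes, 200 increased and 44 decreased. edgeR's quasi-likelihood test on the same 14 mice gave 161 genes, 146 increased and 15 decreased. With all 15 mice, the edgeR test gave 173 genes, 150 increased and 23 decreased, and 135 genes were called both with and without the third young AL mouse. Between old and young EOD mice, 46 genes passed with all 15 mice and 76 without that mouse. When the age difference was averaged over both diets, 365 genes passed with all 15 mice and 401 without it.
The number for AL mice moved most when every gene with at least 1 count was tested, to 444 genes. With replicate number as a block it was 155 genes, and with sequencing lane as a covariate, an alternative chosen after seeing the data, 159 genes. Across the 15 fits that each left out one mouse it ranged from 102 to 221 genes.
Among the genes with an average log2 CPM of at least 1 and no overlap between old and young AL mice, the largest increases beyond those of complement genes and Lyz2 were in Clec7a and Capg. Over the 14 mice, Clec7a (chromosome 6, 129461591 to 129472777, GRCm38) rose from 0.608 ± 0.521 CPM (SD, n = 3) in young AL to 5.22 ± 0.834 CPM (SD, n = 4) in old AL mice, a log2 fold change of 3.20 (standard error 0.415, FDR 0.000186 from the edgeR test with Benjamini-Hochberg adjustment). With all 15 mice it was 3.66 (standard error 0.512, FDR 0.000329), and the third young AL mouse had 0 CPM. Capg (chromosome 6, 72544391 to 72562983) had a log2 fold change of 1.82 (standard error 0.316, edgeR FDR 0.00399) over the 14 mice and 2.12 (standard error 0.357, edgeR FDR 0.00282) over all 15, and the third young AL mouse had 0.453 CPM. The largest decreases were in Igfbpl1, B230216N24Rik and Sox4. Igfbpl1 (chromosome 4, 45809468 to 45826923) had a log2 fold change of -1.68 (standard error 0.409, edgeR FDR 0.0588) over the 14 mice and -1.81 (standard error 0.406, edgeR FDR 0.034) over all 15, with 3.85 CPM in the third young AL mouse. Sox4 (chromosome 13, 28948919 to 28953713) had -0.71 (standard error 0.166, edgeR FDR 0.0467) and -0.80 (standard error 0.163, edgeR FDR 0.0147), with 38.1 CPM in that mouse. B230216N24Rik (chromosome 1, 98031116 to 98057680) did not pass FDR 0.1 over the 14 mice, with -0.64 (standard error 0.184, edgeR FDR 0.16), and did over all 15, with -1.06 (standard error 0.254, edgeR FDR 0.0509). The third young AL mouse had 19.9 CPM of it, against 8.77 ± 0.888 CPM (SD, n = 3) in the other young AL mice.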

Top differentially expressed genes included various immune regulators and effectors, such as *Lyz2*, *Il33*, and components of the complement system (e.g., *C4b*, *C3*, and *C1qa*). 

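The 5 genes were measured as CPM after TMM normalization, and their coordinates are on GRCm38 as in the deposited files. Values are given first over the 14 mice that match Supplementary Data 1 and then over all 15 mice. The paper states 4 young AL mice and gives no reason why one would be missing. The third young AL mouse, whose absence from Supplementary Data 1 is inferred from the comparison of fits, had 19.5 CPM of C4b, 7.55 CPM of Lyz2, 1.06 CPM of C3, 20.8 CPM of C1qa and 74.4 CPM of Il33.
C4b (chromosome 17, 34728380 to 34743882) rose from 14.9 ± 3.15 CPM (SD, n = 3) in young AL to 99.5 ± 2.63 CPM (SD, n = 4) in old AL mice, a log2 fold change of 2.74 (standard error 0.112, FDR 2.12e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all 15 mice it had the smallest p-value of all genes and rose from 16.1 ± 3.44 CPM (SD, n = 4), a log2 fold change of 2.62 (standard error 0.114, edgeR FDR 4.39e-12). Lyz2 (chromosome 10, 117277334 to 117282274) rose from 10.2 ± 1.27 to 38.2 ± 4.07 CPM, a log2 fold change of 1.91 (standard error 0.118, edgeR FDR 3.02e-09), and over all 15 mice, where it ranked 2 by p, from 9.57 ± 1.7 CPM, a log2 fold change of 2.01 (standard error 0.123, edgeR FDR 1.71e-09). C3 (chromosome 17, 57203970 to 57228136) rose from 0.768 ± 0.304 to 7.63 ± 2.87 CPM, a log2 fold change of 3.25 (standard error 0.34, edgeR FDR 8.56e-06), and over all 15 mice, where it ranked 8, from 0.84 ± 0.288 CPM, a log2 fold change of 3.12 (standard error 0.308, edgeR FDR 3.45e-06). C1qa (chromosome 4, 136895917 to 136898803) rose from 26.6 ± 2.3 to 53.8 ± 10.1 CPM, a log2 fold change of 1.02 (standard error 0.129, edgeR FDR 0.000158), and over all 15 mice, where it ranked 10, from 25.2 ± 3.43 CPM, a log2 fold change of 1.09 (standard error 0.129, edgeR FDR 5.03e-05). Il33 (chromosome 19, 29925114 to 29960718) rose from 93.6 ± 4.12 to 141 ± 8.8 CPM, a log2 fold change of 0.60 (standard error 0.0841, edgeR FDR 0.000378), and over all 15 mice, where it ranked 20, from 88.8 ± 10.2 CPM, a log2 fold change of 0.67 (standard error 0.0887, edgeR FDR 0.000166).
In Supplementary Data 1 the paper's reported log2 fold changes are 2.73 for C4b, 1.91 for Lyz2, 3.27 for C3, 1.01 for C1qa and 0.60 for Il33. Each of the 5 genes stayed past FDR 0.1 in every setting in which it was tested.
With all 15 mice, the log2 fold change with age in EOD mice was 2.30 for C4b (FDR 9.46e-10 from the edgeR test), 1.421 for Lyz2 (FDR 6.75e-06), 2.10 for C3 (FDR 0.00412), 0.83 for C1qa (FDR 0.0109) and 0.34 for Il33 (FDR 0.357). C4b and Lyz2 each have a closely related gene, C4a and Lyz1. The paper describes the counts as unique, so reads that fit both genes of a pair may be missing from the counts.

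**Figure D2:**
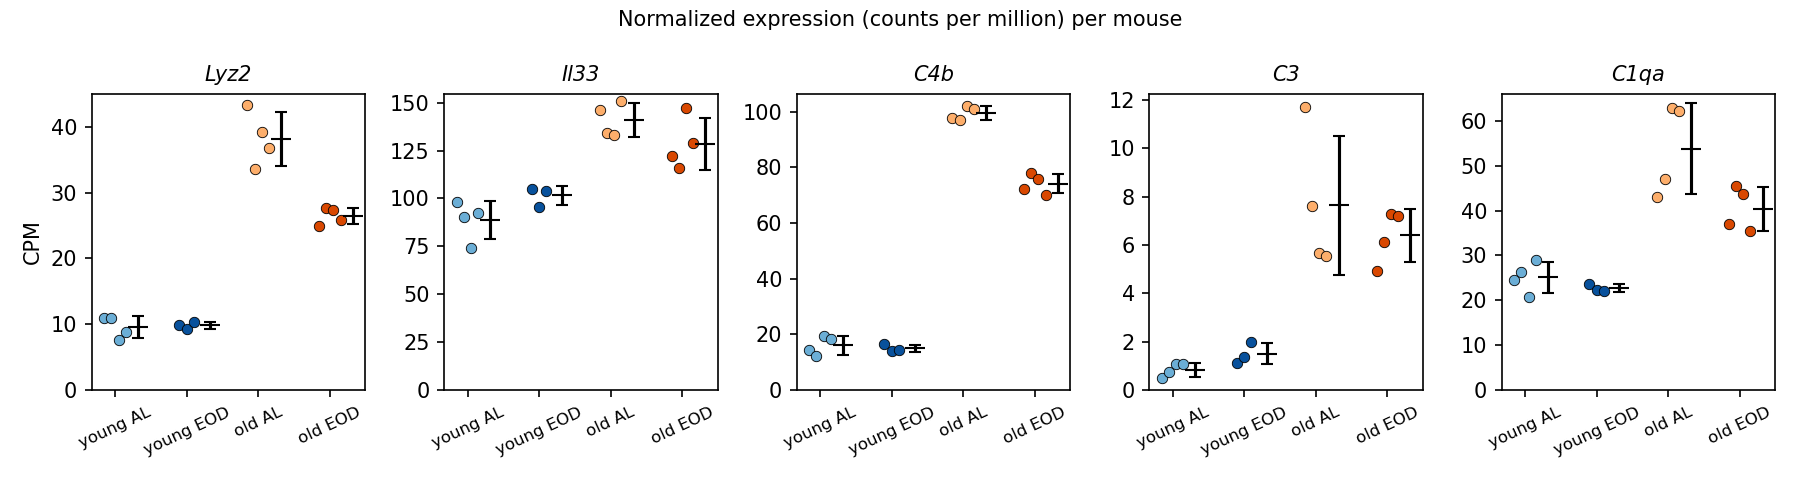
Normalized expression (CPM, y axes) of Lyz2, Il33, C4b, C3 and C1qa in each mouse (points), with the mean and SD beside each group. In old AL mice the group means are 38.2, 141, 99.5, 7.63 and 53.8 CPM, and in old EOD mice 26.5, 128, 74, 6.39 and 40.4 CPM.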

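The paper used Ingenuity pathway analysis, whose knowledge base was not used here. Lists of genes written by hand stood in for it. They were written before the deposited counts were examined but after the paper and its Supplementary Data 1, which come from the same mice, had been read, so they are not independent of the paper's result. Each list was tested with a one-sided Fisher's exact test against the other genes that passed filterByExpr. Over the 14 mice other than the third young AL mouse, 9 of 26 tested complement genes had an edgeR FDR under 0.1 (Benjamini-Hochberg) between old and young AL mice (Fisher's exact p = 2.72e-12), as did 3 of 17 genes of MHC class I antigen presentation (Fisher's exact p = 0.000649) and 7 of 42 interferon-response genes (Fisher's exact p = 2.1e-07). With all 15 mice, 8 of 27 complement genes passed, all increased, against 165 of the other 15837 genes (odds ratio 39.9, Fisher's exact p = 3.16e-10). Of the 17 MHC class I genes 3 passed, all increased (odds ratio 19.7, Fisher's exact p = 0.000774), and of the 42 interferon-response genes 6 passed, all increased (odds ratio 15.6, Fisher's exact p = 5.84e-06). The genes of each list are not independent of one another. Leaving out any one mouse kept each list's odds ratio above 1 and its p under 0.05 in Fisher's exact test, and the smallest odds ratio was 9.433 for interferon-response genes without the first old AL mouse.
As a mean over each list per mouse, the difference between old and young AL mice on the log2 scale was, over the 14 mice, 0.645 for complement genes, 0.6 for MHC class I genes and 0.519 for interferon-response genes (exact permutation test, two-sided, p = 0.0286 for each). Over all 15 mice it was 0.721, 0.674 and 0.603 (exact permutation test, two-sided, p = 0.0286 for each, the smallest p that 4 mice against 4 allow). Among 52 such comparisons of 13 lists with all 15 mice, the adjusted p of each was 0.124, the value that every comparison at this smallest p received.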

Pathway analyses comparing these 196 differentially expressed genes to the entire set of genes revealed many changes consistent with proinflammatory alterations in the aged brain (Supplementary Data 2). We did not detect genes differentially expressed as a function of diet (EOD vs. AL; FDR < 0.1) or with a significant (FDR < 0.1) interaction between the factors age and diet.

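The diet term of Supplementary Data 1 compares young EOD with young AL mice, and its interaction term compares the age difference in EOD with that in AL mice. The DESeq2 fit to the 14 mice other than the third young AL mouse, with the size factors of all 15, gave 0 genes for diet in young mice and 0 for the interaction at FDR under 0.1. At an unadjusted p under 0.05 it gave 559 and 387 of 26208 tested genes. In the same fit, chosen after seeing the data, 2 genes differed between old EOD and old AL mice, Lyz2 with a log2 fold change of -0.53 and C4b with -0.43 (DESeq2 FDR 0.016 for both). DESeq2 on all 15 mice, an alternative set beforehand, called 0 genes in this comparison, with a smallest FDR of 0.336. Both fits hold the same old mice, so the 2 calls depend on leaving out a young mouse.
With all 15 mice, edgeR's quasi-likelihood test gave 0 genes at FDR under 0.1 for diet in young mice, 0 in old mice, 0 averaged over ages and 0 for the interaction. At an unadjusted p under 0.05, 657, 409, 715 and 362 of the 15864 genes passed. Other splits of the same mice, with exchanged diet labels, gave medians of 1102.5, 428, 827 and 721 genes. The real numbers are thus not above those of exchanged labels. On the 14 mice the edgeR counts were again 0, with 629, 630, 948 and 407 genes at an unadjusted p under 0.05. With replicate number as a block they were 0 as well, with 613, 336, 600 and 332 genes. When every gene with at least 1 count in any mouse was tested, 26, 27, 65 and 26 genes passed. Only 0, 5, 1 and 0 of these were genes that filterByExpr leaves out. In that setting the edgeR FDR of C4b for age in AL mice fell from 4.39e-12 to 1.05e-107. Its log2 fold change hardly moved, from 2.619 to 2.627. The FDR values of that setting thus fell without larger differences, and its calls are not read as diet genes. In counts simulated from the same library sizes, 77% of 200 genes changed between old EOD and old AL mice by 1.5-fold to 4-fold were recovered, and 47.7% of those changed 1.5-fold. The simulation drew each mouse independently and held no mouse set apart like the third young AL mouse. Changes under 1.5-fold were not simulated, so these shares can overstate the power of the real tests.
The smallest p for diet in young mice was that of Txnip (chromosome 3, 96557957 to 96561883, GRCm38), with 44.5 ± 4.37 CPM (SD, n = 3) in EOD and 28.3 ± 3.3 CPM (SD, n = 4) in AL mice, a log2 fold change of 0.64 (standard error 0.122, edgeR FDR 0.501). DESeq2 on all 15 mice called it at FDR 0.0243. Txnip had 27.3 CPM in the third young AL mouse and 28.7 ± 3.96 CPM (SD, n = 3) in the other young AL mice, and over the 14 mice its log2 fold change was 0.62 (edgeR FDR 1). The smallest p for the interaction was that of Gm15441 (chromosome 3, 96555765 to 96566801), which overlaps Txnip on the other strand, with a log2 value of -1.22 (standard error 0.279, edgeR FDR 1) and -1.11 (edgeR FDR 1) over the 14 mice. Averaged over ages, it was that of Gfap (chromosome 11, 102887336 to 102900912), with a log2 fold change of -0.24 (standard error 0.0557, edgeR FDR 0.983), and FDR 0.764 over the 14 mice. In old mice it was that of Gh (chromosome 11, 106300271 to 106301865), with a log2 fold change of -9.98 (standard error 2, edgeR FDR 0.984; 0.543 over the 14 mice), which rests on one old AL mouse with 888 CPM.
Genes that rose with age were also scored together. The 277 genes increased with age at FDR under 0.1 in an edgeR fit that did not use diet were averaged in each mouse as log2 CPM minus the gene's mean over the 15 mice. This score was 0.392 ± 0.0663 (SD, n = 4) in old AL and 0.245 ± 0.0253 (SD, n = 4) in old EOD mice, a difference of -0.15 (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow). It was -0.384 ± 0.0977 (SD, n = 4) in young AL and -0.338 ± 0.0228 (SD, n = 3) in young EOD mice, a difference of 0.05 (exact permutation p = 0.743). The difference between the old and the young mice in this diet effect was -0.19 (exact permutation of diet within age, p = 0.0143). Within lanes 1, 2 and 3, old EOD and old AL mice differed by -0.151, -0.121 and -0.152, with 1 or 2 mice per group. Young EOD and young AL mice differed by -0.0157 in lane 1 and 0.203 in lane 2, where the third young AL mouse is the only young AL mouse, and lane 3 holds no young EOD mouse. With the difference taken within the 4 same-numbered pairs, as a replicate block, it was -0.15 (exact sign-flip test, p = 0.125, the smallest p that 4 pairs allow). The third young AL mouse had a score of -0.53. Over the 14 mice the difference was -0.13 in old mice (exact permutation p = 0.0286) and -0.0068 in young mice (exact permutation p = 0.7), and the difference between them was -0.12 (exact permutation p = 0.03). For the 146 genes decreased with age, the old EOD and old AL mice differed by -0.0081 with all 15 mice (exact permutation p = 0.886) and by 0.00055 over the 14 mice (exact permutation p = 0.971).
Across the 15864 genes and with all 15 mice, the diet difference in young mice correlated with that in old mice at a Pearson r of 0.0557 (exact permutation of diet within age, p = 0.382) and a Spearman rho of 0.102 (p = 0.285, same exact test). Over the 14 mice the Pearson r was 0.0922 (exact permutation p = 0.269). Genes are not independent replicates.

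**Figure D3:**
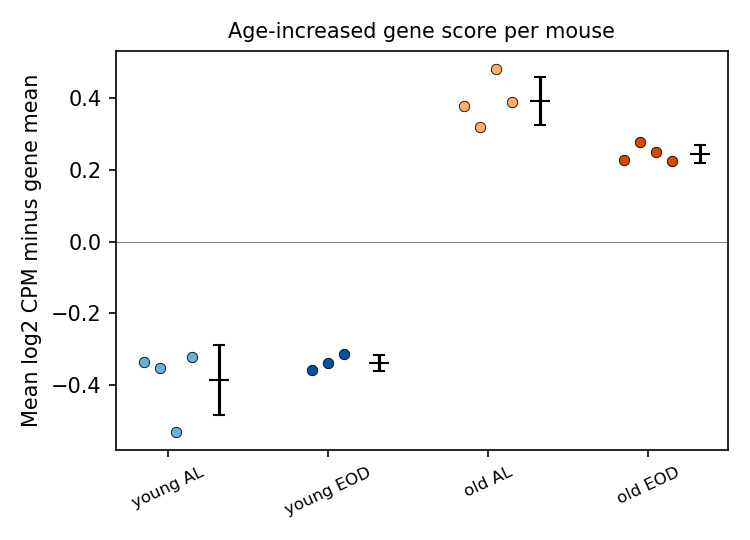
Score of the 277 age-increased genes (mean log2 CPM minus the gene's mean over the 15 mice, y axis) in each mouse (points) by group, with the mean and SD beside each group. The old EOD mice lie between 0.224 and 0.279 and the old AL mice between 0.321 and 0.481.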

### Limited EOD effects on aging

Among the 239 parameters tested, we detected 116 aging phenotypes (Fig. 1h). Surprisingly, in only seven cases of those, did we obtain evidence for a prevention of aging (Supplementary Table 2); examples are the prevention of eosinophilic thalamic inclusions in brain and urinary casts in the kidney (Fig. 7a, e). In 33 out of the 116 aging phenotypes, we observed similar EOD effects on age-sensitive parameters in young mice on short-term treatment and aged mice on almost lifelong treatment (Supplementary Table 3). Examples of traits falling in this category are aging-associated alteration in exploratory locomotor activity, visual acuity, HCT, cardiac dimensional measures, thyroid follicle size, T cell, and CD11c^+^ NK cell frequencies (Figs. 2, 3, 5, and 7). The majority of the aging traits (76 out of the 116 parameters) examined in the present study was not measurably improved by EOD (Supplementary Table 4), including aging-associated changes in the optical density of the lens, a range of neurobehavioral functions, platelet counts, plasma immunoglobulin concentrations, and a number of clinical chemistry measures (e.g., levels of plasma sodium, potassium, or albumin) (Figs. 2, 5, and 6). Some age-sensitive parameters (14 parameters; Supplementary Table 4), such as decreased thickness of cortical bone and decreased responsiveness upon assessment of auditory function, were more pronounced in EOD mice than age-matched controls (Figs. 2 and 3).

In order to further understand the overall relationship of aging and EOD effects in young and old mice, we performed correlation analyses comparing the effect sizes of age and EOD on the parameters included in the present study. Comparison of effect sizes revealed an inverse correlation of aging effects and EOD effects (Fig. 1i). EOD effect sizes in young mice were tightly correlated with EOD effect sizes in aged mice (Fig. 1j). This was also the case when the analysis was restricted to aging traits ameliorated by EOD (Fig. 1j), indicating that EOD had overall similar effects in aged mice subjected to almost lifelong EOD and in young mice subjected to a short-term treatment.

## Discussion

Here we report on a large-scale assessment of DR effects, employing an EOD regimen, on aging and lifespan in male C57BL/6J mice. Consistent with previous EOD experiments^8, 9^, as well as studies using other DR regimens, such as chronic CR^4–7^, we observed an extension of median, as well as maximal lifespan in animals subjected to EOD. Murine lifespan extension under DR could in principle be due to isolated effects on specific life-limiting pathologies, in particular cancers, or could alternatively be caused by cancer suppression accompanied by broader anti-aging effects in mice. We show that longevity in male C57BL/6J mice subjected to EOD is associated with a delayed onset of lethal neoplastic disorders that typically limit natural lifespan in many mouse strains^6, 14^. Surprisingly, our large-scale analysis of >200 phenotypes across >20 tissues revealed only limited evidence for an EOD-induced delay of aging in mice.

DR regimens commonly used in rodents are EOD (employed in the present study) and CR. One of the important differences between these two protocols is the net calorie intake. Daily food supply of animals assigned to chronic CR is usually cut down to 60% of the amount consumed AL by age-matched controls (equivalent with 40% restriction). Chronic CR results in lifespan extension and pronounced growth retardation such that body weight (−42% in rat, −35% in mouse), fat mass (−70% in rat), and many organs weights (heart: −29% in rat; liver: −34% in rat, −31% in mouse; kidney: −33% in rat, −10% in mouse; spleen: −50% in rat, −66% in mouse; prostate: −25% in rat) are overall decreased in adulthood^6, 7^. Exceptions are sizes of brain and testis, which remain unaffected by chronic CR^7^.

In contrast, animals subjected to EOD quickly adjust feeding to times of food availability and, therefore, show more modest reductions in net calorie intake compared to CR. In line with the CR findings mentioned above, EOD had strongest effects on organ weight with regard to the spleen (−31% in young, −56% in old). However, body length, fat mass, and the weights of most organs were affected more modestly by EOD. Thus, when compared to CR, EOD avoids partially the CR-associated growth retardation, while still affording the benefit of lifespan extension and other health benefits, such as improved insulin sensitivity and hippocampal neuroprotection against excitotoxic injury^3, 9^.

The main causes of death in many mouse strains are neoplastic pathologies^6, 14^. Therefore, it is likely that a generally important aspect of lifespan-extending interventions in mice is the suppression of cancer development in the context of natural aging^46^. CR is known for its strong potential to suppress neoplasia^4, 5, 47^. EOD has been shown to exert protection in various tumor-prone rodent models^48, 49^. We here show that EOD reduces tumor burden and delays lethal neoplastic disease during natural aging in C57BL/6J mice. These considerations emphasize the need for studies complementing lifespan analyses with detailed analyses of treatment effects on a broad range of aging markers in different tissues and organs.

Prior EOD studies had examined restriction effects on a few additional parameters besides lifespan. Consistent with our observation of elevated spontaneous locomotor activity in EOD mice (in an open-field assay), previous experiments in rats had found increased levels of voluntary wheel running under EOD restriction^50^. EOD exerted cardioprotective effects in rodent ischemia models and, in line with the observations in the present study, influenced a number of cardiac dimensional measures consistent with a retardation of heart growth in restricted animals^51^. We also confirmed prior results regarding expected reductions of plasma glucose, triglyceride, and insulin concentrations in rodents subjected to EOD^52^.

Under conditions of food shortage, nocturnal rodents, such as mice, are known to shift their activity pattern to also cover parts of the light phase^53, 54^; this could represent an adaptive response that increases the chance to acquire food that is available only during restricted temporal windows^53^. Accordingly, altered circadian activity patterns have to be taken into account as potential confounds when considering outcomes of DR studies, including those employing EOD and CR^54, 55^. However, prior analyses, using CR, showed that feeding time influenced circadian rhythms, but did not affect CR-induced lifespan extension^56–58^. Moreover, AL-fed mice subjected to weekly 12-h shifts of their light-dark schedule during much of their lifetime did not show alterations in life expectancy compared to controls^57^. These data support the notion that DR effects on circadian rhythms are independent of longevity effects. Additional studies are needed to clarify whether DR-induced circadian alterations might interact with DR effects on aging phenotypes other than age-related mortality.

Our metabolic profiling experiments indicated that longevity in EOD mice was not associated with reduced, but rather slightly increased rates of energy expenditure, as evidenced by body weight-adjusted oxygen consumption, carbon dioxide emission, and heat production (HP). On the basis of the circadian patterns of food intake and RER values (though not necessarily overall locomotor activity), our metabolic analyses also provided some evidence for the expected alterations in circadian activity patterns in EOD mice (see above), which were particularly evident in the young cohort of animals. These changes were less clear in aged mice on almost lifelong EOD, raising the possibility that DR-associated shifts in circadian activity and associated metabolic parameters may be transient in nature and return to more typical nocturnal patterns with extended exposure to DR.

Our study had several limitations. The data were collected in one specific mouse strain (i.e., C57BL/6J) and sex (i.e., male). We focused our analyses on two specific age groups, including a young cohort with DR beginning at 8 weeks of age and phenotypic analyses commencing at ~3 months of age, as well as an aged cohort with DR commencing at 8 weeks of age and phenotyping starting at ca. 21 months of age. We did not examine additional intermediate or older cohorts. Future studies including such additional groups could define more detailed lifetime trajectories of the different traits examined. Furthermore, we would like to note that additional studies are needed to address whether other methods of DR, such as CR, have broader effects with regard to delaying natural aging.

Two important studies using rhesus macaques (*Macaca mulatta*) were launched in the late 1980s to explore CR-driven long-term survival and health outcomes in primates. The first study was initiated at the National Institute on Aging (NIA) in 1987, the latter started at the Wisconsin National Primate Research Center (WNPRC) in 1989. While CR extended lifespan in the WNPRC cohort, survival was not improved in the NIA study^59, 60^. This discrepancy in survival outcomes might be attributable to differences in study design, including feeding protocols (e.g., control monkeys in the WNPRC study ate AL, while controls in the NIA study received defined daily food portions)^61^. The incidence of specific age-related diseases (including cancer and diabetes) was reduced by CR in both the WNPRC and NIA study, showing that some of the expected health benefits are reproducible across studies. The impact of EOD in non-human primates has not been investigated so far and remains to be determined in future studies.

From a translational point of view, EOD or other forms of IF are attractive because of the overall low degree of food limitation associated with this form of DR^11^. The feasibility of applying IF to humans has been validated in a number of short-term trials over the past decade. Closely matching our findings in mice, IF decreased body weight and modulated parameters associated with insulin and fat metabolism after a few weeks of treatment^62^. However, these studies focused on acute effects, included only a limited set of measures and long-term health outcomes remain unexplored. Thus, the current study provides a foundation for the design of future long-term IF trials in humans.

In conclusion, our data indicate that EOD-induced lifespan extension in male C57BL/6J mice is sufficiently explained by a delay in lethal neoplastic disorders. Our large-scale assessment of molecular, cellular, physiological, and histopathological phenotypes in aging mice identified only a small proportion of aging traits delayed by EOD, suggesting that lifespan extension was not associated with a broad slowing of the aging process in EOD mice.

## Methods

### Mice

For both, survival analysis as well as broad phenotyping of aging traits, male C57BL/6J mice were obtained as one cohort from Charles River Laboratories and were randomly assigned to the AL (AL = control) or every-other-day fasting (EOD) regimen. EOD was initiated at 2 months of age. All animals received a standard rodent chow (Altromin 1314) and were kept on their respective diet regimen for the entirety of the study (see below for more details regarding EOD).

Body weight was measured weekly over the entire course of the study. Food intake was estimated monthly by averaging food consumption on 4 consecutive days covering two fasting and two feeding days. For analyses of age- and EOD-sensitive traits, we analyzed a large set of molecular, cellular, physiological, and histopathological parameters in young and old EOD and control mice (age and number of animals at initiation of analyses: 21 months old control, *n* = 24 mice; 21 months old EOD, *n* = 24 mice; 3 months young control, *n* = 16 mice; 3 months young EOD, *n* = 16 mice). The following analyses were performed (in the order mentioned)^63^: open field (week 1), modified SHIRPA (week 1), grip strength (week 1), rotarod (week 2), acoustic startle response, and PPI (week 2), hot plate test (week 4), TEWL test (week 4), indirect calorimetry (week 5), NMR-based body composition analysis (week 6), glucose tolerance test (week 7), awake electrocardiography, and echocardiography (week 8), Scheimpflug imaging (week 9), optical coherence tomography (week 9), laser interference biometry (week 9), virtual drum vision test (week 9), clinical chemistry (week 10), hematology (week 10), FACS analysis of peripheral blood leukocytes (week 10), Bioplex ELISA (Ig concentrations) (week 10), auditory brain stem response (week 11), X-ray/bone densitometry (week 11), and pathology (week 13). If not stated otherwise, we commenced with data collection in the morning after a feeding day to avoid artificial effects driven by hunger. Mice (in their home cages) were habituated to the test room for a period of 15 min prior to commencement of analyses for most experimental procedures (unless stated otherwise). In all cases, the experimenter was blinded to the animal group assignments.

Mice were housed under specific pathogen-free conditions, i.e., they were free of defined murine pathogens according to FELASA guidelines. The animals were housed in groups of four mice per cage at initiation of the study. Animals were kept at constant temperature of 22 °C on a 12:12 h light/dark cycle. Mice received water AL. Local and federal regulations regarding animal welfare were followed. The present study was approved by “Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen” (Recklinghausen, Germany), as well as “Regierung von Oberbayern” (Munich, Germany).

### EOD Regimen

We chose a DR regimen (i.e., EOD) previously shown to extend lifespan in mice^9^ and compatible with group housing the animals. Unlike other DR paradigms (such as restriction of calorie intake to 60% of what animals would eat AL), the feeding situation in the EOD paradigm is not associated with competition for food (because food is available in excess during the feeding day) and therefore does not require single housing of the animals.

Animals fed AL were granted unlimited access to food anytime. EOD was conducted according to a published protocol allowing free access to food for 24 h alternated by food deprivation for 24 h (also referred to as EOD)^9^. Food was provided to the EOD cohorts at 9 am and withdrawn at 9 a.m. on the next morning as described previously^9^. EOD was initiated at 2 months of age, corresponding to the age of EOD onset associated with the largest effect size on lifespan in a previous study on male C57BL/6J mice^9^. All animals received a standard rodent chow (Altromin 1314; closely matching the composition of the rodent chow used in a previous EOD longevity study on male C57BL/6J mice^9^) and were kept on their respective diet regimen for the entirety of the study. The Altromin 1314 chow came in solid pellets. Careful pilot analyses showed that mice did not crumble these pellets. Accordingly, removing the pellets on the restriction days was sufficient to fully deprive the animals of food (no cage change required).

### Open-field

For the open-field test, an apparatus (ActiMot, TSE) consisting of a transparent and infrared light-permeable acrylic test box (internal measurements: 45.5 cm × 45.5 cm × 39.5 cm), equipped with two pairs of light beam strips, was used. The center of the test arena was illuminated with about 200 lux and the corners were enlightened by ~150 lux. Animals were transported to an area directly adjacent to the testing room 30 min prior to open-field analyses. The 20-min open-field test itself was then started right away given that the novelty aspect of the environment is a crucial component of the test. Parameters analyzed were: total distance traveled, number of rears, total resting time, average speed, distance traveled in periphery, speed in periphery, resting time in periphery, permanence in periphery, distance traveled in center zone, time spent in center zone, speed in center zone, resting time in center zone, permanence in center zone, latency to enter the center zone, and number of center zone entries.

### Acoustic startle response and PPI

Animals were transported to an area directly adjacent to the testing room 30 min prior to behavioral analyses. Next, we employed a 5-min acclimation period to the test compartment (i.e., a mouse restrainer), before the actual testing began. The PPI protocol was based on the Eumorphia protocol. In brief, PPI was assessed using a startle apparatus set-up (Med Associates), including four identical sound-attenuating cubicles. Background noise was 65 dB, and startle pulses were bursts of white noise (40 ms). A session was initiated with a 5-min acclimation period followed by five presentations of leader startle pulses (110 dB) that were excluded from statistical analysis. Trial types for the PPI included four different pre-pulse intensities (67, 69, 73, and 81 dB); each pre-pulse preceded the startle pulse (110 dB) by a 50 ms inter-stimulus interval. Each trial type was presented 10 times in random order, organized in 10 blocks, each trial type occurring once per block. Inter-trial intervals varied from 20–30 s.

### Modified SHIRPA

The modified SHIRPA screen was proposed as a rapid, comprehensive, and semi-quantitative screening method for qualitative analysis of abnormal phenotypes in mouse strains^64^. We examined the mice using 17 test parameters to detect phenotypic differences between dietary restricted and control aged mice, as well as young controls. Each test parameter contributes to an overall assessment of muscle, lower motor neuron, spinocerebellar, sensory and autonomic function and is scored qualitatively following a defined rating scale. Assessment of each animal began with the observation of undisturbed behavior in a glass cylinder (11 cm in diameter). The mice were then transferred to an arena consisting of a clear Perspex box (420 mm × 260 mm × 180 mm) in which a Perspex sheet on the floor is marked with 15 squares. Locomotor activity and motor behavior within this area was observed. This was followed by a sequence of manipulations testing reflexes. Throughout the entire procedure, abnormal behavior, biting, defecation, and vocalization were recorded. Between testing of each mouse, fecal pellets and urination were removed from the viewing jar and arena. The following functions were evaluated in the context of the modified SHIRPA screen: muscle/lower motor neuron function (body position, gait, tail elevation, defecation, and urination), spinocerebellar function (body position, gait, tail elevation, and limp grasping), sensory function (transfer arousal, touch escape, gait, pinna reflex, and trunk curl), autonomic function (defecation and urination), neurological reflexes (contact righting reflex and pinna reflex), general appearance (body weight, body position, transfer arousal, touch escape, vocalization, biting, spontaneous activity, locomotor activity, and abnormal behavior).

### Grip strength

A grip strength meter system (Bioseb) was used to determine grip strength of the mice. The task exploits the tendency of the mice to grasp a horizontal metal grid while being pulled at the tail. During the set-up for the trial, the mice grasped a special adjustable grid mounted on a force sensor. Mice were then allowed to hold on to the grid with either two or four paws. Three trials over the course of 1 min were conducted for each mouse. Mean values were used to represent the grip strength of a mouse.

### Rotarod

This task was carried out to determine balance, motor coordination, and motor learning abilities on an accelerating rotarod (Bioseb). After the mice had been placed on the test apparatus, rod rotations were continuously accelerated from 4 to 40 rpm within the 5-min trial period. Trials ended when animals fell of the rod, showed passive cycling or when 5 min expired, whichever came first. For each animal, three trials with inter-trial intervals of 15 min were performed. Data are presented as the average of the three trials.

### Auditory brain stem response

The auditory brain stem response test was performed to assess hearing sensitivity in a non-invasive manner. Anesthetized mice (ketamine/xylazine-based anesthesia) were transferred onto a heating blanket in the acoustic chamber, followed by the positioning of three subcutaneous needle electrodes. For threshold determination, we used clicks (0.01 ms duration) or tone pips (6, 12, 18, 24, and 30 kHz of 5 ms duration, 1 ms rise/fall time) over a range of intensity levels (from 5 to 85 dB SPL in 5 dB steps). The sound intensity threshold was determined manually based on the first appearance of the characteristic waveform.

### Hot plate test

The hot plate test was performed as described elsewhere^12^. The animals were placed on a pre-heated metal surface (52 ± 0.2 °C) which was surrounded by a circular Plexiglas wall (20 cm high, 28 cm in diameter) in order to curtail the animals’ locomotion (Hot plate system, TSE). Mice were removed from the plate after one of three responses indicative of a painful sensation occurred: hind paw licking, hind paw shake/flutter or jumping. The latency was recorded to the nearest 0.1 s. The maximum testing duration was limited to 30 s to avoid tissue injury.

### Indirect calorimetry

Metabolic assessments were performed at room temperature (23 °C) with a 12:12 h light/dark cycle in the room (lights on 6 a.m. CET, lights off 6 p.m. CET) for 2 consecutive days. The indirect calorimetry trial was conducted in home cages equipped with food hoppers and water bottles. Mice were placed individually into these respirometry cages for about 2 h before the actual recordings were started. We carefully monitored that mice successfully used food hoppers and water bottles during this habituation period and also throughout the consecutive 47 h. AL animals were granted free access to food and water, whereas the EOD cohorts were only fed during the first 24 h. Wood shavings and paper tissue was provided as bedding material. Metabolic cages were set up in a ventilated cabinet continuously supplied with fresh air. Variations in O_2_ and CO_2_ levels were recorded by high precision CO_2_ and O_2_ sensors in each individual cage. Combined with parallel airflow measurements, this enabled calculation of oxygen consumption (expressed as ml O_2_/h/animal) over a given time period. The system also monitored CO_2_ production, and, hence, it was possible to determine the RER and heat production (HP). The RER was calculated as the ratio VCO_2_/VO_2_. HP was calculated from VO_2_ and RER using the formula: HP (mW) = (4.44 + 1.43 × RER) × VO_2_ (ml/h). In addition, body mass was recorded before and after gas exchange measurements. Cumulative food intake and water consumption were monitored continuously. Physical activity (distance traveled, number of rearings) was measured using infrared light beam frames set-up around the cages.

### Body composition analysis

Body composition (lean tissue, body fat) was determined using a body composition analyzer (Bruker MiniSpec) based on TD-NMR.

### Echocardiography

Transthoracic echocardiography was performed using a Vevo 2100 Imaging System (Visual Sonics) with a 30 MHz probe to assess left ventricular function. Examinations were performed on conscious mice to avoid effects of anesthesia on cardiac function. Left ventricular parasternal short- and long-axis views were obtained in B-mode imaging and left ventricular parasternal short-axis views were obtained in M-mode imaging at the papillary muscle level. According to the American Society of Echocardiography leading edge method^65^, LVIDd, left ventricular end-systolic internal diameter (LVIDs), diastolic and systolic septal wall thickness (IVSd and IVSs) and left ventricular diastolic and systolic posterior wall thickness (LVPWd and LVPWs) were determined using short-axis M-mode images derived from three consecutive beats. Fractional shortening (FS) was calculated as FS% = ((LVIDd − LVIDs)/LVIDd) × 100. Ejection fraction (EF) was calculated as EF% = 100 × ((LVvolD − LVvolS) LVvolD) with LVvol = ((7.0/(2.4 + LVID) × LVID^3^). The LV mass corr was calculated as LV mass corr = 0.8 (1.053 × ((LVIDd + LVPWd + IVSd)^3^ − LVIDd^3^)). The stroke volume (SV) was defined as the volume of blood ejected by one ventricle during one beat. SV of the left ventricle was obtained by substracting end-systolic volume from end-diastolic volume. The cardiac output was defined as the volume of blood pumped by the heart per minute. In addition, heart rate (HR) and respiratory rate were calculated by measuring three systolic intervals and three respiratory intervals, respectively.

### Electrocardiography

Electrocardiographs (ECGs) were recorded with the ECGenie (Mouse Specificy) using conscious mice and were analyzed via e-Mouse software (Mouse Specifics). Cardiac electrical activity was detected non-invasively through the animals’ paws. For each animal, intervals and amplitudes were assessed from continuous recordings of at least 15 ECG signals. Peak detections were used to calculate the HR. HR variability (HRV) was calculated as the mean of the differences between sequential heart beats. Interpretations of P, Q, R, S, and T for each beat were plotted so that unfiltered noise or motion artifacts were rejected. Calculations of the mean of the ECG time intervals for each set of waveforms followed. The corrected QT interval (QTc) was calculated by dividing the QT interval by the square root of the preceding RR interval. QT dispersion was measured as inter-lead variability of QT intervals. The QTc dispersion was calculated as the rate QTc dispersion. The mean SR amplitude was calculated as the mean amplitude of signal measured from the signal minimum line to peak of QRS. The mean R amplitude was calculated as the mean amplitude of signal measured from isoelectric line to peak of QRS. rMSSD was calculated as root mean square of the successive differences of neighboring RR intervals. pNN50 was calculated as percentage of adjacent RR intervals with differences larger than 50 ms. Parameters analyzed were: HR, HRV, signal intensity, RR interval, PQ interval, PR interval, QRS interval, QT interval, ST interval, QTc, QT dispersion, QTc dispersion, SR amplitude, R amplitude, rMMSD, and pNN50.

### Optical coherence tomography

The posterior part of the eye (fundus and retina) was evaluated by a Spectralis OCT (Heidelberg Engineering) equipped with a 78 diopter double aspheric lens (Volk Optical) that was directly mounted to the outlet of the apparatus. A contact lens with a focal length of 10 mm (Roland Consult) was connected to the eye of the mouse with a drop of methylcellulose (Methocel 2%, OmniVision). Prior of testing, 1% atropine was applied to dilate pupils. For measurements, anesthetized mice were placed on a platform in front of the Spectralis OCT such that the eye was directly facing the lens of the recording unit. Images were taken as described previously^66^. Retinal thickness was calculated with the thickness profile tool provided. Parameters evaluated were: pigmentation (fundus), morphology of optic disk (fundus), number of main blood vessels (fundus), retinal thickness, and morphology of retinal layers.

### Scheimpflug imaging

The Pentacam digital camera system (Oculus) was used to examine properties of cornea and lens. Mice were put on a platform such that the center of the eye faced the vertical light slit (light source: LEDs, 475 nm). Assisted by the software, optimal focus was obtained by distance adjustments between eye and camera^67^. Lens densities (minimum, mean, maximum) were assessed quantitatively, whereas the morphologies of cornea and lens were evaluated qualitatively.

### Virtual drum vision test

Vision tests were performed using a virtual optomotor system (Cerebral Mechanics)^68^. Mice were placed on an elevated platform in the center of an area surrounded by four monitors. A cylinder comprised with a sine wave grating was drawn in virtual three-dimensional space and rotated around the animal. During testing, the behavior of the animal was tracked by a camera mounted above. Lack of tracking the sine wave grating with reflexive head and neck movements was indicative for an inability to resolve the visual pattern. A randomized simple staircase test was used to quantify vision thresholds. Rotation speed and contrast were set to 12.0 d/s and 100%, respectively.

### Glucose tolerance test

The IpGTT was performed after 6 h of food withdrawal on a fasting day. During the experiment, mice were kept separately in empty cages without food or bedding. Body mass of mice was determined before food removal and before the test was started. To determine the basal blood glucose level in the unfed state, a small drop of blood obtained by cutting the tip of the tail was analyzed with the Accu-Chek Aviva glucose analyzer (Roche). Subsequently, 2 g glucose/kg body mass was injected intraperitoneally using a sterile 20% glucose solution (B. Braun). We measured blood glucose levels in samples collected at several time points after injection (15, 30, 60, and 120 min). After completion of the experiment, mice were placed in their home cage with water and food available AL.

### Blood collection

Mice were anesthetized with isoflurane and their retro-bulbar sinus was punctured with non-heparinized glass capillaries (1.0 mm in diameter; Neolab) to collect blood samples. For measurements after fasting, blood samples were taken after a 6 h food withdrawal on a fasting day and collected in heparinized sample tubes (Li-heparin, #078028, KABE). For measurements in the fed state, blood samples collected from fed mice were divided into two portions. The major portion was collected in a heparinized tube (Li-heparin, KABE). The smaller portion was collected (using the same capillary) in an EDTA-coated tube (KABE, #078035). Each tube was immediately inverted five times to achieve a homogeneous distribution of the anticoagulant. Li-heparin-coated tubes were stored at room temperature for 1-2 h. Afterwards, cells and plasma were separated by a centrifugation step (10 min, 5000 × *g*, 8 °C). Plasma was used for the immunology experiments (30 µl; immunoglobulin concentrations) and the clinical chemistry assessment (110 µl). The cell pellet was used for FACS-based immunology screen (i.e., quantitative assessment of peripheral blood leukocyte populations). Plasma samples for the clinical chemistry analyses were transferred into an Eppendorf tube and either used directly (plasma of unfed mice) or diluted 1:2 with distilled water (fed mice). The solution was mixed for a few seconds to prevent clotting and was then centrifuged again (10 min, 5000 × *g*, 8 °C). The EDTA blood samples were used for hematological analyses and kept on a rotary agitator at room temperature prior to analysis.

### Clinical chemistry

Clinical chemistry parameters were assessed using a Beckman Coulter AU 480 auto-analyzer with few exceptions. Concentrations of free fatty acids were measured using a kit from Wako Chemicals GmbH (NEFA-HR2, Wako Chemicals) and levels of glycerol were analyzed employing a kit from Randox Laboratories. A broad set of parameters was measured including various enzyme activities, as well as plasma concentrations of specific substrates and electrolytes in fed mice (alkaline phosphatase (ALP; EC 3.1.3.1), α-amylase (EC 3.2.1.1), aspartate-aminotransferase (ASAT/GOT; EC 2.6.1.1), alanine-aminotransferase (ALAT/GPT; EC 2.6.1.2), lactate dehydrogenase (LDH; EC 1.1.1.27), total protein, albumin, glucose, lactate, fructosamine, cholesterol, triglycerides, urea, potassium, sodium, chloride, calcium, inorganic phosphate, iron, and unsaturated iron-binding capacity). For determination of clinical chemistry parameters in the fed state, blood was taken from all animals in the morning of a regular fasting day immediately after food withdrawal (i.e., both EOD and control mice had free access to food prior to blood collection). Another set of parameters was determined in samples derived from mice after a 6-h food withdrawal on a fasting day (i.e., both EOD and control mice were food deprived for 6 h prior to blood collection): Cholesterol, triglycerides, glucose, glycerol, non-esterified fatty acids (NEFA), high-density lipoprotein (HDL) cholesterol. Plasma concentration of non-HDL cholesterol was calculated. In addition, plasma insulin levels were determined in these samples by conventional ELISA (Mercodia ultrasensitive mouse insulin ELISA, Mercodia).

### Hematology

A measure of 50 µl EDTA blood was diluted 1:5 in 200 μl of Sysmex Cell-Pack buffer prefilled tubes (Sysmex, Art.No. 99940020) and was used to determine complete blood cell counts using Sysmex XT2000iV. This device is a hematology analyzer combining electrical impedance technique, fluorescence staining, and flow cytometry to determine number and size of the different blood cells and to distinguish erythrocytes and reticulocytes as well as different types of leukocytes. MCV, mean platelet volume (MPV), PDW, and RDW were calculated directly from the cell volume measurements. HCT was determined by multiplying the MCV with the RBC count. Mean corpuscular hemoglobin (MCH) and mean corpuscular hemoglobin concentrations (MCHC) were calculated by dividing hemoglobin/RBC count (MCH) and hemoglobin/HCT (MCHC), respectively. Platelet large cell ratio (PLCR) was defined as the proportion of large platelets (>12 fl). PCT was calculated by multiplying the MPV with the platelet count. Parameters analyzed were: number of white blood cells (WBC), number of RBC, number of platelets (PLT), hemoglobin concentration (HGB), HCT, MCV, MCH,MCHC, RDW, MPV, PDW, PLCR (>12 fl), and PCT.

### FACS-based analysis of peripheral blood leukocytes (PBLs)

PBLs were profiled from 20 µl whole blood per mouse. Each whole-blood sample was incubated at 4–10 °C for 5 min with Fc block (clone 2.4G2). The antibody mix was added afterwards and incubated at 4–10 °C for 40–60 min. Next, erythrocytes were lysed and a formalin-based fixation step was performed (BD FACS Lysing solution, Becton Dickinson). Finally, after washing with FACS staining buffer (PBS, 0.5 % BSA, 0.02 % sodium azide, pH 7.45), samples were analyzed on a 96-well plate using a HyperCyt sampler (IntelliCyt) and a ten-color flow cytometer (Gallios, Beckman Coulter). The acquisition threshold was set on the CD45-channel. A total number of 10,000–50,000 leukocytes per sample was examined. A software-based analysis (Flowjo, TreeStar) was used to quantify individual PBL frequencies. Gates for each parameter were based on “fluorescence minus one” controls^69^. FACS gating strategies are described in Supplementary Figs. 2–4.

The following main leukocyte populations were examined: B1 cells (CD5^+^, CD19^+^B220^+^), B2 cells (CD5^−^, CD19^+^B220^+^), T cells (CD3^+^CD5^+^), granulocytes (CD11b^+^Ly6G^+^), NK cells (CD3^−^CD5^−^, NKp46^+^, and/or NK1.1^+^), NKT cells (CD3^+^CD5^+^, NKp46^+^, and/or NK1.1^+^), monocytes (non-lymphocytes, non-granulocytes, and CD11b^+^). The following monocyte subpopulations were analyzed: CD11c (positive or negative), Ly6C (high, medium, and negative). The T-cell population (T cells are defined as CD3^+^CD5^+^ and NKp46^−^NK1.1^−^) was subdivided based on the expression of Ly6C. B-cell (CD19^+^B220^+^) populations were subdivided according to the expression of CD11b and Ly6C. NK cell populations were subdivided based on the expression of CD11b, CD11c, and Ly6C.

### Immunoglobulin concentrations

The plasma level of IgE was analyzed using a classical immunoassay isotype-specific sandwich ELISA (BD Pharmingen).

### TEWL

TEWL measurements were performed in order to assess the quantity of water lost via diffusion and evaporation to the surrounding atmosphere. Mouse skin was assessed non-invasively with a special Tewameter (AquaFlux AF200) placed on the skin. TEWL (g/(m^2^h)) was recorded over a short time period of 60-90 s.

### Micro-CT imaging and analysis

Tibiae from young and aged mice were imaged using a SkyScan 1172 micro-CT scanner (Bruker) at 7.88 μm pixel resolution using 80 kV voltage, 100 mA current, and a 0.5 mm aluminum filter. The resulting projection images were reconstructed with SkyScan’s NRECON package using a uniform attenuation coefficient, and analyzed using CTAn v.1.15. Cortical bone architecture in the distal tibia (197 µm from 25 slices halfway between the tibia-fibula junction and the distal end of the tibia) was evaluated, and relevant bone parameters (total tissue area, bone area, marrow area, cortical thickness, polar moment of inertia) were selected for further data analysis.

### Pathology

After being killed via CO_2_, mice were analyzed macroscopically and weighed (http://eulep.pdn.cam.ac.uk/Necropsy_of_the_Mouse/index.php). All organs (skin, heart, muscle, lung, brain, cerebellum, thymus, spleen, cervical lymph nodes, thyroid, parathyroid, adrenal gland, stomach, intestine, liver, pancreas, kidney, reproductive organs, and urinary bladder) were taken, fixed in 4% buffered formalin and embedded in paraffin for later histological examination. Two-µm-thick sections from each organ sample were generated and stained with hematoxylin and eosin, Periodic acid Schiff stain, Elastica van Gieson (EvG, Weigert’s stain), and/or Movat pentachrome. Thereafter, all sections were scanned using a virtual slide system (NanozoomerHT2.0; Hamamatsu) and evaluated by a board-certified pathologist. In addition, specialized automated image segmentation software (Definiens Tissue Studio (Definiens) and CellProfiler^70^) was used to quantify age-related tissue changes via computer-assisted analyses.

### RNA sequencing

Illumina next-generation sequencing libraries, generated from high-quality input RNAs, were analyzed on an Illumina HiSeq2000 system (Illumina) via 50 bp single end sequencing. Reads were quality and adapter trimmed with custom software. The resulting fastq files were aligned with STAR against the Ensembl GRCm38 reference genome. featureCounts was used on the resulting BAM files to generate unique counts. Those results were then input into DESeq2 for further analysis. Ingenuity pathway analysis (Ingenuity Systems) was employed for pathway analysis of differential expressed genes (FDR < 0.1). fastq and featureCounts files were deposited on NCBI’s gene expression omnibus (GEO) under the accession code GSE96644.

### Statistics

Unless stated otherwise, the data are presented as mean ± SEM and were analyzed by two-way ANOVAs with the between-subjects factors of age (old vs. young) and DR (EOD vs. AL). Tukey post hoc tests were applied if appropriate. Statistical analyses were carried out using GraphPad (version 6.07) and SPSS (version 23). *p* < 0.05 was considered statistically significant. *p < 0.05, **p < 0.01, and ***p < 0.001.

### Data availability

RNA sequencing data that support the findings of this study have been deposited in GEO under accession code GSE96644. All other data that support the findings of the current study are included within the article or the associated supplementary material.

## Electronic supplementary material

Peer Review File

Supplementary Information

Supplementary Data 1

Supplementary Data 2

How the deposited data were processed for this re-analysis (not part of the article)

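RNA-seq of whole brains was analysed from 4 young AL, 3 young EOD, 4 old AL and 4 old EOD mice, one library per mouse. The authors trimmed the reads, aligned them to Ensembl GRCm38 with STAR and counted them on Ensembl release 79 genes with featureCounts 1.5.0-p1, and the deposited values are counts per gene without normalization. Everything from the count on was computed here. Of the 43629 genes listed, 17360 had no count in any mouse, and 42462 received a symbol by matching their Ensembl identifier to the supplied gene names. Coordinates are those of the deposited files. Samples were grouped by the labels and the paper. For the old mice the labels give 24 months, and the paper gives 21 months as the age at the start of its analyses.

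The total count per mouse ranged from 5198748 to 13610729, with a median of 9886766. Genes with low counts are measured with little precision at these depths, and 15864 genes passed edgeR's filterByExpr. Differences were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, FDR under 0.1). One fit of the 4 group means gave the age differences in AL mice, in EOD mice and averaged, the diet differences in young mice, in old mice and averaged, and the interaction. Standard errors of log2 fold changes were computed as the size of the log2 fold change divided by the square root of the F statistic. The common biological coefficient of variation was 0.119.

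Alternatives to each choice were set before the deposited counts were examined and after the paper and its supplement had been read. They were every gene with at least 1 count in any mouse, genes with at least 10 counts in every mouse, RLE size factors, DESeq2 1.42.0, an FDR threshold of 0.05, replicate number as a block, 1 surrogate variable from sva 3.50.0, an additive model or only the 2 groups compared, and leaving out each mouse in turn. Sequencing lane as a covariate, limma 3.58.1 voom with sample quality weights, DESeq2 on 14 mice with the size factors of all 15, and the interaction of the age-increased gene score within same-numbered pairs and within lanes were added after the data had been seen. The DESeq2 fit on 14 mice was found by setting 18 DESeq2 fits beside Supplementary Data 1, and 5 numbers of genes over which to compute the FDR were tried in each of 2 of these fits.

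Scores of age-increased and age-decreased genes used log2 CPM with a prior count of 2 and exact permutation tests. Gene lists were written by hand before the deposited counts were examined but after the paper and its Supplementary Data 1 and 2 had been read, so that genes the paper had found changed in the same mice were known when the lists were written. The list of protocadherin beta genes was prompted by such genes. The lists were tested with Fisher's exact test, with the genes that passed filterByExpr as the background. The genes named in the text are those the paper names, the 5 increased and 3 decreased genes with the largest log2 fold change with age in AL mice among those past FDR 0.1 with an average log2 CPM of at least 1 and no overlap between the groups, and the gene with the smallest p for each diet comparison and for the interaction. C3, C4b and Lyz2 met the rule for increased genes as well.

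The edgeR steps were tested on simulated counts in which 200 genes were changed with age and 200 with diet in old mice by 1.5-fold to 4-fold. Of these, 80.5% and 77% were recovered, with 18 and 15 false calls, and 0 genes were called for diet in young mice, where none was changed. Each mouse was drawn independently from the fitted spread, without a mouse set apart from the rest, so these shares can overstate the real power. The 21 pairs of replicate mice were checked for libraries deposited in duplicate, and none was found. Other experiments of the paper were not analysed here.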

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

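The tests in this part of the third young AL mouse's depth, lane, few-molecule library and other tissue, of the lane of growth hormone, and of the third young AL mouse and the lane for the gene lists were chosen after the results were seen.

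The third young AL mouse stood apart in its median correlation with the other mice (Dixon ratio 0.952) and in its age-increased gene score (0.856). Its total count ranked 15 of 15 from the lowest, so low depth does not account for its few genes. The other mice of its lane had median correlations of at least 0.9801, which sets the lane aside. Among genes expected at 5 to 20 counts, its variance over Poisson noise was 8.98, against 1.48 to 3.2 in the other mice, and 36.2% of these genes had no count, against at most 1.45%. The other young AL mice detect as few genes as it does only when thinned to between 1788661 and 1948226 counts. Its age-increased gene score of -0.53 lies on the young side, but the genes were chosen in a fit that counted it as young. The score therefore cannot test an exchanged age label. The genes that the paper names also rose with age without this mouse, and each was lower in it than in every old mouse. C4b had 19.5 CPM in it and at least 70.2 CPM in the old mice, so an exchanged age label is not seen in these genes. Choroid plexus, blood and pituitary lists, the last with 1 tested gene, differed from the highest other young AL mouse by -1.38, -0.593 and -0.991. Among the explanations tested, a library made from few RNA molecules is the one left, but others are not excluded. The mean of a list of 20 immediate-early genes also depended on this mouse. It differed between old and young AL mice by 0.0461 with the mouse and by -0.357 without it. Whether few molecules account for that was not tested. No biological explanation was tested.

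Further values far from the rest of their group were the median correlation of the first old EOD mouse, which was the highest of its group (Dixon ratio 0.978), Capg in the second old EOD mouse (0.893) and Gfap in the second young AL mouse (0.961). Together with the 2 above these are 5 of 96 comparisons, where chance gives about 4.8. No explanation was tested for these 3.

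The old AL mouse with replicate number 4 had 10570 counts of Gh, the growth hormone gene, where the other 14 mice had 0 to 79. The other mice of its lane had at most 2 counts. Pituitary genes written down without Gh, Prl and Pomc were on average 2.16 higher on the log2 scale in this mouse than in the next highest mouse, and 0 of 1000 random lists of similar expression reached this. Cga had 592 counts in it and at most 5 in any other mouse. A piece of pituitary left on this brain is a candidate explanation. The diet difference of Gh in old mice rests on this mouse, and no biological explanation was tested.

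The diet effect on the age-increased gene score differed between old and young mice by -0.194 (exact permutation p = 0.0143), and was -0.15 in old mice, where all 4 EOD mice were below all 4 AL mice. After every library was thinned to the smallest total the difference in old mice was -0.142, and the mean within lanes was -0.141. It was -0.0997 without the old AL mouse with replicate number 3, the smallest of the 8 fits without one old mouse. The share of random lists matched on expression, length and GC content with as large a difference was 0%. Such lists hold genes that need not vary together as the genes of the score can, so this share is no test of diet. Of the 277 genes, 198 were lower in old EOD mice. The whole microglia list differed by -0.177 and the whole astrocyte list by -0.0755 between old EOD and old AL mice. Microglia and astrocyte markers outside the score differed by -0.0558, but 20 of the 34 microglia markers belong to the score, so this test decides little for microglia. Only 2 astrocyte markers belong to the score, and the 15 outside it differed by -0.0585, less than the score did. In young mice the microglia list differed by -0.0962 between EOD and AL mice (exact permutation p = 0.143), and by -0.0504 without the third young AL mouse (exact permutation p = 0.2). The lower score cannot be told apart from a smaller share of microglia and astrocytes in the old EOD brains. It was found and tested on the same 15 mice, and the exact paired test within replicate numbers has 0.125 as its smallest p.

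With all 15 mice, the diet effect also differed between old and young mice for 4 of 13 gene lists, with an adjusted p (exact permutation, Benjamini-Hochberg) of 0.0585 for complement, oligodendrocyte and glucocorticoid genes and 0.0783 for astrocyte genes. The difference was -0.26 for complement genes, -0.123 for astrocyte genes, -0.193 for myelinating oligodendrocyte genes and -0.688 for glucocorticoid- and fasting-responsive genes. Without the third young AL mouse these were -0.183, -0.103, -0.162 and -0.639, and the adjusted p (exact permutation, Benjamini-Hochberg) was 0.105, 0.158, 0.105 and 0.105, so that none of the 4 stayed under 0.1. With lane in the model and all 15 mice the differences were -0.28, -0.126, -0.207 and -0.81. Of 1000 random lists matched on expression, length and GC content, 0.4% gave as large a value for complement genes and 0% for each of the other lists. Genes drawn at random need not vary together as the genes of a list can. These shares therefore address only expression, length and GC content and are no test of diet. The list of glucocorticoid- and fasting-responsive genes was 0.22 higher in young EOD than in young AL mice (exact permutation p = 0.0857; without the third young AL mouse 0.171, exact permutation p = 0.2) and differed by -0.468 between old EOD and old AL mice (exact permutation p = 0.0857). Feeding state at death may contribute to this list. The paper states that, unless stated otherwise, data collection began in the morning after a feeding day. Library size and cell shares were not tested for the 4 lists.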

How the results depend on the processing

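The alternatives were set before the data were examined, though after the paper's supplement had been read, except for sequencing lane, limma-voom with sample quality weights and DESeq2 on 14 mice, and the interaction of the age-increased score within pairs and within lanes, which were chosen after seeing the data.

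When every gene with at least 1 count in any mouse was tested, the number of genes rose from 173 to 444 for age in AL mice, from 46 to 100 for age in EOD mice and from 365 to 653 for age averaged over diets, and from 0 to 26 for diet in young mice, 27 for diet in old mice, 65 for diet averaged over ages and 26 for the interaction. The cause was not tested. Of the genes called, 38, 1, 38, 0, 5, 1 and 0, in the same order, were genes that filterByExpr leaves out. The edgeR FDR of C4b for age in AL mice fell from 4.39e-12 to 1.05e-107 with a nearly unchanged log2 fold change. The added calls are therefore not read as diet genes. With only the mice of the 2 groups compared, 86 genes differed with age in AL mice. At an FDR threshold of 0.05, 229 genes differed with age averaged over diets. The DESeq2 Wald test gave 72 genes for age in EOD mice and 1 gene, Txnip, for diet in young mice. For these changes too the cause was not tested.

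Among the alternatives chosen after seeing the data, limma-voom with quality weights, which gave the third young AL mouse a weight of 0.169, called 125 genes for age in EOD mice and 2 genes, Lyz2 and C4b, for diet in old mice. DESeq2 on 14 mice called 97 genes for age in EOD mice and the same 2 genes, lower in EOD, for diet in old mice. With sequencing lane as a covariate, 237 genes differed with age averaged over diets, and 2 genes, Gh and Prl, with diet in old mice. These 2 calls rest on the fourth old AL mouse, with 10570 counts of Gh and 862 of Prl against at most 79 and 11 in any other mouse, and are not read as diet genes. For the other changes the cause was not tested.

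Across the 15 fits that each left out one mouse, from 102 to 221 genes differed with age in AL mice, from 19 to 76 with age in EOD mice, from 216 to 425 with age averaged over diets, and 0 with diet in young mice, in old mice, averaged over ages or with the interaction, where 250 to 1022 genes had an unadjusted p under 0.05. The replicate block, taken from the labels, gave 155, 35 and 250 genes for age in AL mice, in EOD mice and averaged, and 0 for each diet comparison and the interaction, with 613, 336, 600 and 332 genes at an unadjusted p under 0.05.

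The age-increased gene score stayed lower in old EOD than in old AL mice in every setting run. The difference ranged from -0.177 to -0.0997 across the fits without one mouse. With the median over the genes in place of the mean it was smaller, -0.086 (exact permutation p = 0.0286). For the mean, the exact permutation p was 0.0571 without any one of the old EOD mice. The replicate block gave a difference of -0.147 with p = 0.125 (exact sign-flip test), and the mean within lanes was -0.141 with p = 0.111 (exact permutation within lanes). The difference in young mice ranged from -0.0068 to 0.0800 across the fits without one mouse and changed sign without the third young AL mouse. The age-decreased gene score differed between old EOD and old AL mice by -0.0081, and its sign depended on the processing. It was 0.0017 with genes at FDR under 0.05 and from -0.0359 to 0.0174 across the fits without one mouse. With the 6 genes found in odd-numbered mice, scored in 2 against 2 even-numbered mice and without a test, it was -0.305, which is not comparable with the score of 146 genes. The age by diet difference of the age-increased score kept its sign in every setting run, and its exact p stayed under 0.05 in each of the alternatives set beforehand that had a test. Chosen after seeing the data were the differences within same-numbered pairs, which gave -0.215 (exact sign-flip test, p = 0.0469), and within lanes, which gave -0.235 (exact permutation within lanes, p = 0.0185), both with the third young AL mouse. The 3 gene lists and the correlation across genes kept their direction and their side of the threshold in every setting run.

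For single named genes, 336 values kept direction and side of the threshold, 12 were weaker and 6 stronger. The weaker ones were those of Igfbpl1 and B230216N24Rik. In counts simulated with the library and group sizes of these mice, 47.7% of genes changed 1.5-fold between old EOD and old AL mice and 29.5% of such genes in the interaction were recovered. No mouse set apart from the rest and no change under 1.5-fold was simulated, so these shares can overstate the real power.

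Other splits of the same mice were compared with the real one. Where 100 splits were used, they hold all 64 that part the same-numbered pairs and a random sample of the others. Shares of these 100 are therefore weighted towards such splits and are not permutation p-values. For age in AL mice 1 of 35 splits, the real one, gave as many genes at FDR under 0.1, and the same held for 1 of 35 splits for age in EOD mice and 1 of 100 splits drawn for age averaged over diets. Among splits that part the same-numbered pairs, the number was 1 of 8, 1 of 8 and 1 of 64, and 8 splits cannot give a share under 0.05. For the diet comparisons, genes at an unadjusted p under 0.05 were counted. As many were given by 29 of 35 splits for diet in young mice, 20 of 35 for diet in old mice, 62 of 100 for diet averaged over ages and 98 of 100 for the interaction, and among splits that part the same-numbered pairs by 8 of 8, 7 of 8, 43 of 64 and 64 of 64.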

Differences from the paper's values

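With the edgeR test on all 15 mice, none of the compared values differed by more than the margin set, which is 1.5-fold for a number of genes and the larger of the 2 standard errors for a log2 fold change. Some of the alternatives set before the data were examined did. The number of genes differing with age was 444 when every gene with at least 1 count was tested, 128 at an FDR threshold of 0.05, 86 with only the mice of the 2 groups compared and 102 without the third old AL mouse. Among the fits that each left out one mouse, the log2 fold changes outside the margin were 2.503, 2.583 and 2.606 for C4b, 2.062, 2.082 and 2.085 for Lyz2, 2.838 for C3, 1.153, 1.182 and 1.188 for C1qa, and 0.694, 0.6967, 0.6977 and 0.7313 for Il33. The paper's text gives 196 genes differing with age and 195 genes have an FDR under 0.1 in the part of Supplementary Data 1 used here, against 173 genes from the edgeR test on all 15 mice. DESeq2 on all 15 mice gave 244 genes. DESeq2 on 14 mice, without the third young AL mouse and with the size factors of all 15, gave 196 genes, a setting chosen after seeing the values. The same fit with the FDR computed over the 16000 genes with the highest mean count gave 195 genes, also a setting chosen after seeing the values, among 5 numbers of genes that gave 182 to 195. The paper's reported log2 fold changes with age and their standard errors are 2.73 (0.112) for C4b, 1.91 (0.134) for Lyz2, 3.27 (0.393) for C3, 1.01 (0.139) for C1qa and 0.60 (0.0869) for Il33, against 2.62, 2.01, 3.12, 1.09 and 0.67 here with all 15 mice. The text gives 4 young AL mice, whereas the ratio of the standard errors of the diet and the age terms in Supplementary Data 1 is 1.072 and that of the interaction and the age terms is 1.417, against 1.08 and 1.472 for groups of 4, 3, 4 and 4 mice and 1.069 and 1.414 for groups of 3, 3, 4 and 4 mice. The paper reports no gene that differs with diet. DESeq2 on the same 14 mice, a setting chosen after seeing the values, called Lyz2 and C4b between old EOD and old AL mice, a comparison that is not a term of Supplementary Data 1. With all 15 mice DESeq2 called 0 genes in that comparison (smallest FDR 0.336).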

Other observations

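The 3 tests of the protocadherin genes were chosen after the result was seen, and the test of the glucocorticoid list was written down before.

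The list of 21 clustered protocadherin beta genes was written after such genes had been seen to change with age in Supplementary Data 1, where 9 protocadherin beta genes have an FDR under 0.1, so its rise is not an independent finding. It was on average 0.411 higher on the log2 scale in old than in young AL mice (exact permutation p = 0.0286, adjusted p 0.124 among 52 comparisons) and 0.24 higher in EOD mice (exact permutation p = 0.0571, adjusted p 0.165). In each diet 14 of the 21 genes were higher in old mice. The summed expression of the list was 0.366 higher in old AL mice, and without the third young AL mouse the mean difference was 0.381. The sum does not recover reads that fit several near-identical members and may be missing from the counts. Of 1000 random lists matched on expression, length and GC content 0% differed as much, but the genes had been chosen for this pattern, so it cannot be told apart from an effect of gene length and GC content. The adjusted p of 0.124 is that of every list at the smallest exact p that 4 mice against 4 allow, so it does not separate this list from the others.

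In young mice, Txnip was higher in all 3 EOD than in all 4 AL mice (log2 fold change 0.64). A candidate explanation is the feeding state at death, for which the 23 genes of the glucocorticoid and fasting list, which does not hold Txnip, were tested. The paper states that data collection began in the morning after a feeding day unless stated otherwise. The mean of the list was 0.22 higher in young EOD mice with all 15 mice (exact permutation p = 0.0857) and 0.171 higher without the third young AL mouse (exact permutation p = 0.2). With all 15, 2 of 3 EOD mice were above every AL mouse. In old mice Txnip had 34.1 CPM in AL and 32.3 CPM in EOD mice (log2 fold change -0.068, edgeR unadjusted p = 0.559). A rise of Txnip that lasts into old age under EOD is thus not seen. The list differed by -0.468 between old EOD and old AL mice (exact permutation p = 0.0857), without a matching fall of Txnip. In young mice, feeding state cannot be told apart from an effect of the diet itself.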
